# Chemerin sustains the growth of spongiotrophoblast and sinusoidal trophoblast giant cells through fatty acid oxidation

**DOI:** 10.1186/s12915-025-02294-9

**Published:** 2025-07-03

**Authors:** Jia xuan Cai, Ai wen Le, Xin yue Han, Jie Chen, Xiao hua Lei, Chen Huang, Jian V. Zhang

**Keywords:** Chemerin, Lipid metabolism, Fatty acid oxidation, Spongiotrophoblast cell, Sinusoidal trophoblast giant cells, Glycogen trophoblast cells

## Abstract

**Background:**

Placental metabolic dysfunction is associated with pregnancy complications, including preeclampsia, gestational diabetes mellitus, and fetal growth restriction. However, little is known about how the metabolic processes regulate placental development and trophoblast differentiation. The adipokine chemerin, whose serum level is elevated during pregnancy, regulates the placental lipid metabolism and may influence placental development and trophoblast differentiation.

**Results:**

In this study, we observed the increased chemerin expression in the serum and placenta of the pregnant mice. Chemerin is highly expressed in the extraembryonic primary parietal trophoblast giant cells and the ectoplacental cone (EPC) trophoblast cells. Excessive chemerin treatment in mice results in increased placental lipid accumulation, promotes the expansion of glycogen trophoblast cell (GlyT) and syncytiotrophoblast, and restricts the growth of spongiotrophoblast (SpT) and sinusoidal trophoblast giant cell (S-TGC). Chemerin deficiency led to increased expression of placental fatty acid oxidation enzymes and disrupted the proliferation of SpT and S-TGC in the labyrinth. Furthermore, we utilized the fatty acid oxidation inhibitor etomoxir and demonstrated that blocking fatty acid oxidation hinders the proliferation of SpT and S-TGC in the labyrinth.

**Conclusions:**

Our study demonstrated that chemerin-related lipid metabolism is crucial for EPC trophoblast differentiation during placental development, providing evidence that chemerin determines the growth of SpT and S-TGC through fatty acid oxidation. These findings also imply a possible pathological mechanism for pregnancy complications associated with chemerin.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-025-02294-9.

## Background

During pregnancy, the placenta plays a crucial role in mediating the exchange of nutrients and gases between the mother and fetus, producing hormones, and serving as a maternal–fetal interface to ensure the embryo's adequate development [1, 2]. To support these processes, the placenta has an extraordinarily high metabolic rate, consuming approximately 40% of the oxygen of the entire conceptus [3]. Despite the placental metabolic processes remaining largely unknown, the abnormalities of placental metabolism have been associated with the occurrence of pregnancy complications, including preeclampsia [4], gestational diabetes mellitus [5], and fetal growth restriction [6, 7]. Recent isotope tracing and compartmental metabolomics data from the mouse placenta indicate that maternal glucose circulation is rapidly transferred to the embryo during mid-gestation, with significantly lower enrichments in the placenta [8, 9]. Other metabolic processes may be involved in sustaining the placenta during a tenfold increase in tissue mass. Fatty acids exhibit increased serum levels during pregnancy [10], and the enzymes involved in fatty acid oxidation are active in the placenta [11], indicating that fatty acids serve as a primary source of energy for placental development.

Chemerin is an adipokine primarily secreted by white adipose tissue [12, 13], regulating various physiological functions, including lipid metabolism, inflammation, and innate immunity [12, 14–16]. Chemerin levels are elevated in multiple metabolic diseases, including obesity, insulin resistance, and type 2 diabetes [17–19]. During pregnancy, circulating chemerin levels in the serum increase continuously throughout gestation and then decline rapidly after delivery. Excessive chemerin promotes M1 macrophage activation [20] and increases inflammatory cytokine levels in the placenta, leading to trophoblast apoptosis and symptoms of preeclampsia [21, 22]. Elevated chemerin concentrations accelerate placental lipid accumulation and contribute to glucose intolerance in mice with high-fat diet-induced gestational diabetes mellitus (GDM)[23]. These studies indicate that high chemerin levels play a significant role in adverse pregnancy outcomes, such as preeclampsia and gestational diabetes mellitus [24, 25]. However, the role of chemerin in placental development and trophoblast differentiation remains unclear.

In this study, we examined chemerin expression in the serum and placenta throughout the process of mouse pregnancy. We conducted experiments with exogenous chemerin-treated mice and chemerin knockout mice to investigate the effect of chemerin on placental lipid metabolism and trophoblast differentiation. We used etomoxir-treated mice to demonstrate the role of fatty acid oxidation in the SpT and S-TGC. Overall, this study highlighted the critical role of chemerin in the differentiation of ectoplacental cone progenitor lineages and provided evidence that chemerin influences the differentiation of SpT and S-TGC by regulating fatty acid oxidation.

## Results

### Chemerin exhibits dynamic expression in the serum and placenta of pregnant mice

To investigate the role of chemerin during pregnancy, we first measured chemerin serum levels on different days of pregnancy in mice. The results showed that serum chemerin levels were significantly elevated from E10, remained at this level until the end of gestation, and then declined rapidly after birth (Fig. 1A). Consistent with this, chemerin showed increased protein expression with placental development in mice (Fig. 1B), indicating that chemerin has a physiological effect on placental development.

**Fig. 1:**
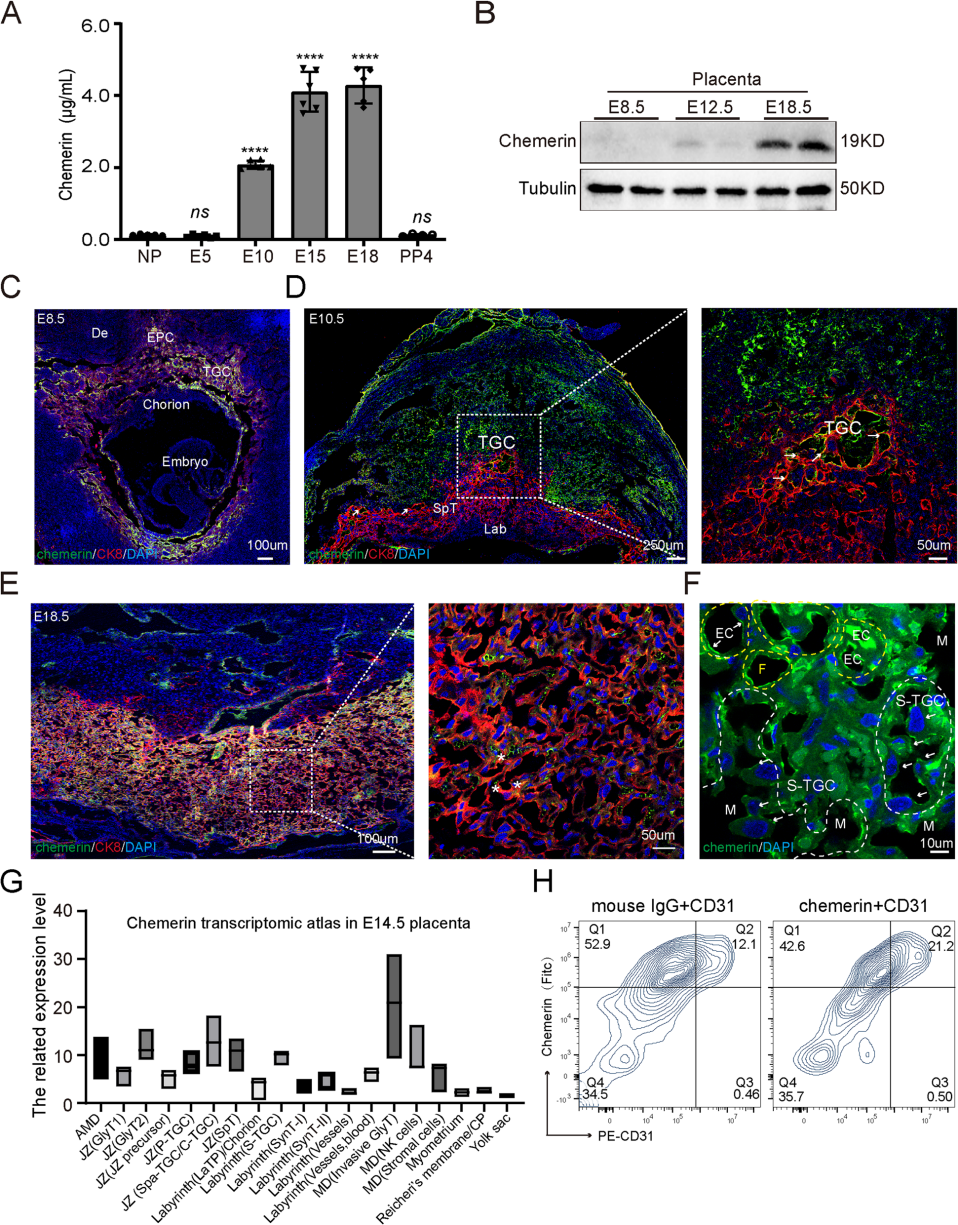
The dynamic expression of chemerin during mouse placental development. **A** Chemerin concentration on different mouse gestational days (NP, non-pregnancy, *n* = 5; E5, *n* = 6; E10, *n* = 6; E15, *n* = 6; E18, *n* = 5; PP4, post-pregnancy4, *n* = 4). ****p < 0.0001 compared to NP using one-way ANOVA and Tukey’s test. The graphs depict mean ± SEM values. **B** The protein expression of chemerin on different days of the mouse placenta. **C**–**E** Chemerin expression (green) was examined on E8.5 (**C**), 10.5 (**D**), and 18.5 (**E**) placentas with the trophoblast marker cytokeratin 8 (CK8, red). Representative staining images show chemerin signal accumulation on the ectoplacental cone (EPC) and trophoblast giant cell (TGC) but little expression on the chorion and embryo. De indicates decidua. The control staining with mouse IgG and rat IgG on E8.5, 10.5, and 18.5 is shown in Additional file 1: Fig. S1A, B. **D** The square frame image shows chemerin expression at the boundary of the maternal–fetal interface at E10.5 (arrow indicates a representative staining area). Trophoblast giant cell (TGC), spongiotrophoblast (SpT), labyrinthine (Lab). **E**, **F** Representative staining of E18.5 placentas, as indicated by the smaller square frame in the labyrinthine region, revealed chemerin distribution on syncytiotrophoblast and fetal endothelial cells. Yellow F represents the fetal side, and white M represents the maternal side, which is outlined with a dotted line. The arrow indicates chemerin staining on the sinusoidal TGC on the maternal side and the endothelial cells on the fetal side. **G** The boxplot describes the related mean expression of chemerin in two E14.5 placenta sections from the publicly spatiotemporal transcriptomic data (*n* = 2). The spatial expression data can be downloaded from the website: https://db.cngb.org/stomics/mpsta/. AMD (anti-myometrial decidua), GlyT (glycogen trophoblast), MD (myometrial decidua), and CP chorionic plate. **H** Flow cytometry analysis of chemerin expression in fetal endothelial cells (PE-CD31-positive) at E18.5 wild-type placenta. The quadrant of Q2 in the graph indicates that chemerin exhibited a higher expression (21.2%) in fetal endothelial cells compared to the IgG-labeled group (12.1%). The WB and staining array were repeated 3–4 times for confirmation. The individual values in chemerin concentration (**A**) and mean expression of chemerin at E14.5 placenta (**G**) were showed in Additional file 5

We then sought to verify the expression and localization of chemerin in mouse placentation. Through immunostaining of E8.5 mouse placenta, we observed that most chemerin is expressed on the extraembryonic trophoblast (Fig. 1C) compared to mouse IgG (chemerin) and rat IgG (CK8) staining (Additional file1: Fig. S1A, B). The co-staining image with the trophoblast-specific marker cytokeratin (CK8) revealed that chemerin was primarily localized on the ectoplacental cone (EPC) and the adjacent primary trophoblast giant cell (P-TGC), with minimal expression on the chorion plate and embryo. At E10.5, most chemerin accumulated on the decidua and trophoblast giant cells between the junctional zone and decidua (Fig. 1D). Along with the gestational process, chemerin was mainly expressed in the labyrinthine and junction zone but seems to have little expression on syncytiotrophoblast when evaluated with CK8 staining on E18.5 placenta (Fig. 1E). The smaller version in the labyrinth showed that chemerin mainly accumulated on sinusoid trophoblast giant cells (S-TGC) of the maternal side and endothelial cells on the fetal blood side (Fig. 1F). The published spatiotemporal transcriptomic atlas data [26] demonstrated that chemerin was highly expressed in the EPC and P-TGC of the E8.5 uterine section (Additional file1:Fig. S2), and the trophoblast giant cells of the junction zone and S-TGC of the labyrinth in the E14.5 placenta (Fig. 1G). Meanwhile, the cytometry results from the E18.5 placenta further confirmed that chemerin was positively expressed in the fetal endothelial cells (Fig. 1H). These expression results suggest that chemerin has a dynamic expression during placenta development and may directly influence placenta development.

### Excessive chemerin facilitates placental lipid accumulation and impairs placental development

To investigate the role of chemerin in the placenta, we treated C57BL/6 J pregnant mice with 40 µg/kg and 60 µg/kg recombinant chemerin peptide through intravenous injection. We injected the mice on E14.5 and E16.5 and assessed the pregnancy outcome on E18.5. Chemerin treatment did not trigger systemic toxicity and demise of the fetus, as mouse absorption or embryo resorption was not observed. Chemerin impaired placental development as placenta length (PL) and labyrinthine length (Lab) were distinctly smaller than those of the control mice (Fig. 2A, B), which resulted in decreased placental weight, increased fetal weight, and fetal/placenta ratio in the chemerin-treated mice (Fig. 2C–E).

**Fig. 2:**
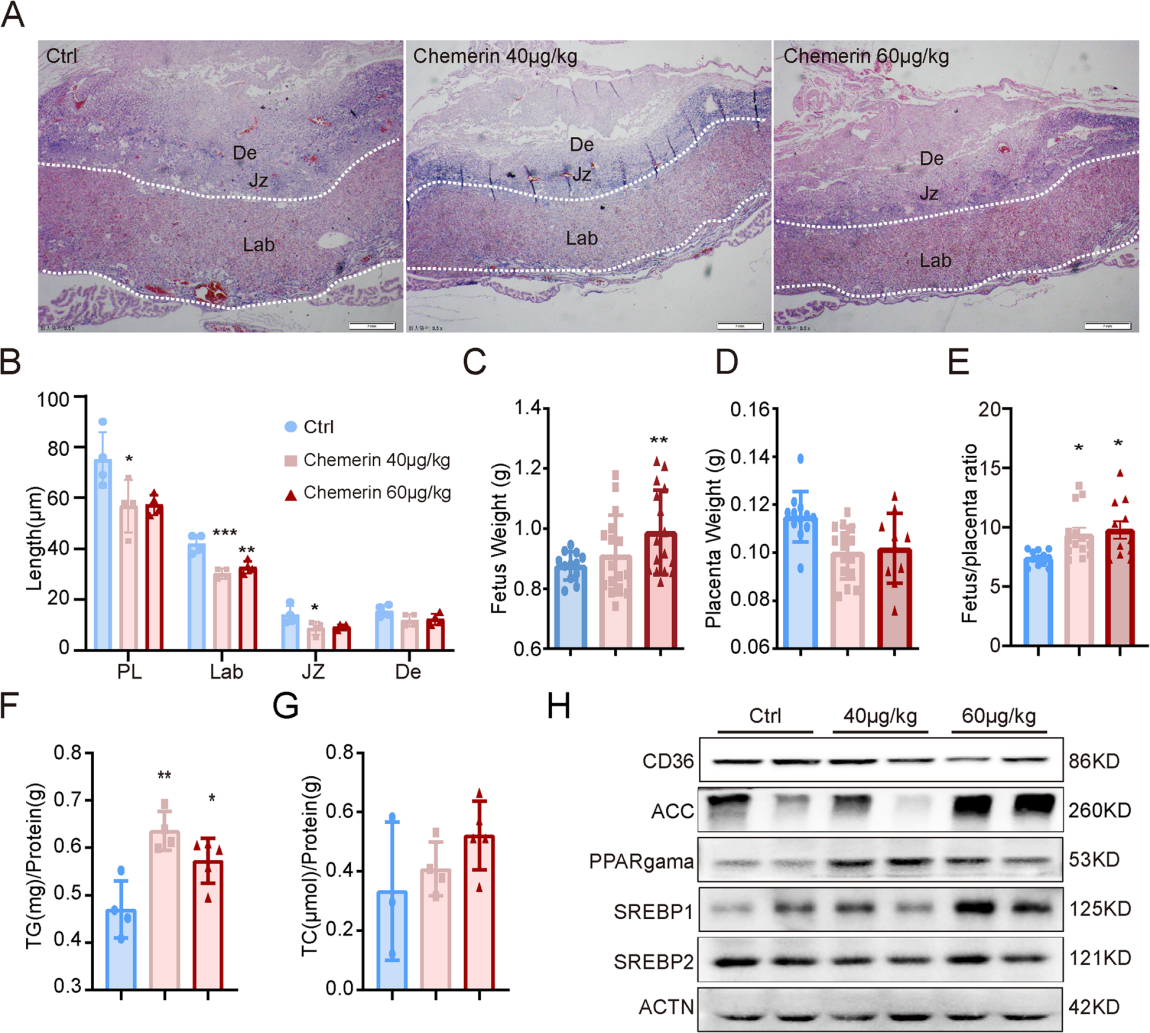
Excessive chemerin impairs placental development and lipid metabolism. **A** Representative image of E18.5 placentas after chemerin was administered intravenously on E14.5 and E16.5. Lab, labyrinthine; Jz, junctional zone; De, decidua. Chemerin-treated concentrations of 40 µg/kg and 60 µg/kg, with each group consisting of four mice. **B** The lengths of the placenta, labyrinth, junction zone, and decidua were measured and quantified using ImageJ (qualification data from 4 mice in each group). *p < 0.05, ** *p* < 0.01, and ***p < 0.001 compared to the control group. **C**–**E** Fetus weight, placenta weight, and fetus/placenta ratio are measured on E18.5. *p < 0.05, **p < 0.01 compared to Ctrl group (Ctrl, *n* = 12; Chem40, *n* = 15; Chem60, *n* = 10). **F**–**G** The concentrations of TG (triglyceride) and TC (cholesterol) on placenta. * *p* < 0.05, **p < 0.01 compared with the control group (Ctrl, *n* = 4 mice; Chem40, *n* = 4 mice; Chem60, *n* = 5 mice). **H** The expression of lipid metabolism-related genes, including CD36, ACC1, PPARγ, SREBP1, and SREBP2, was measured in the placentas and repeated three times. The graphs depict mean ± SEM values and analysis with one-way ANOVA and Tukey’s test. The individual values of the lengths of placentas (**B**) and the concentration of TG (**F**) and TC (**G**) were shown in additional file 5.

Further, we measured placental triglyceride (TG) and total cholesterol (TC) levels. As expected, chemerin treatment significantly elevates TG content (Fig. 2F, G), facilitating lipid droplet accumulation on the placenta, as indicated by oil red O staining results (Additional file1:Fig. S3A), and increasing the expression of lipid key-regulated genes PPARγ, SREBP1, and the fatty acid synthesis rate-limiting enzyme acetyl-CoA carboxylase (ACC) (Fig. 2H). Additionally, we found that chemerin treatment decreased the lipid content of gonadal fat tissue, as evidenced by smaller adipocyte size after treatment (Additional file1:Fig. S3B). These data suggest that chemerin facilitates lipid accumulation in the placenta, and excessive chemerin impairs placental development.

### Deficiency of chemerin compromises the abnormal growth of SpT and S-TGC

To further determine chemerin’s role in the placenta, we examined the placenta phenotype in chemerin knockout (chemerin KO) mice and wild-type mice after confirming the global loss of chemerin expression in KO mice (Additional file1:Fig. S4A). Chemerin KO placenta at E10.5 exhibited apparent junctional zone formation compared to the WT placenta, which was deeply intermingled into the labyrinth (Fig. 3A and rabbit IgG staining in Additional file1:Fig. S1C, D). At E18.5, the chemerin KO placenta showed fetal vessel loss in the labyrinth compared with the uniform distribution of trophoblast and fetal vessels in the WT placenta (Fig. 3B). These branched trophoblasts were not derived from the syncytiotrophoblast in the labyrinth when evaluated with MCT1 and MCT4 (Fig. 3C), but originated from Tpbpα positive expressed SpT and glycogen trophoblast cells (GlyT) of the junction zone (Fig. 3D). Further staining with periodic acid-Schiff (PAS) showed that these TPBPα-positive trophoblasts were more likely attributed to SpT, although some clusters of GlyT also emerged in the labyrinth (Additional file1: Fig. S4B). Loss of chemerin in the placenta also increased S-TGC cell numbers and the labyrinth area (Fig. 3E, F and Additional file1: Fig.S4C) and restricted fetal growth (Additional file1:Fig. S4D, E). These results indicate that chemerin deficiency leads to the abnormal growth of EPC progenitor-derived SpT and S-TGC, ultimately resulting in aberrant placental development and restricted fetal growth.

**Fig. 3:**
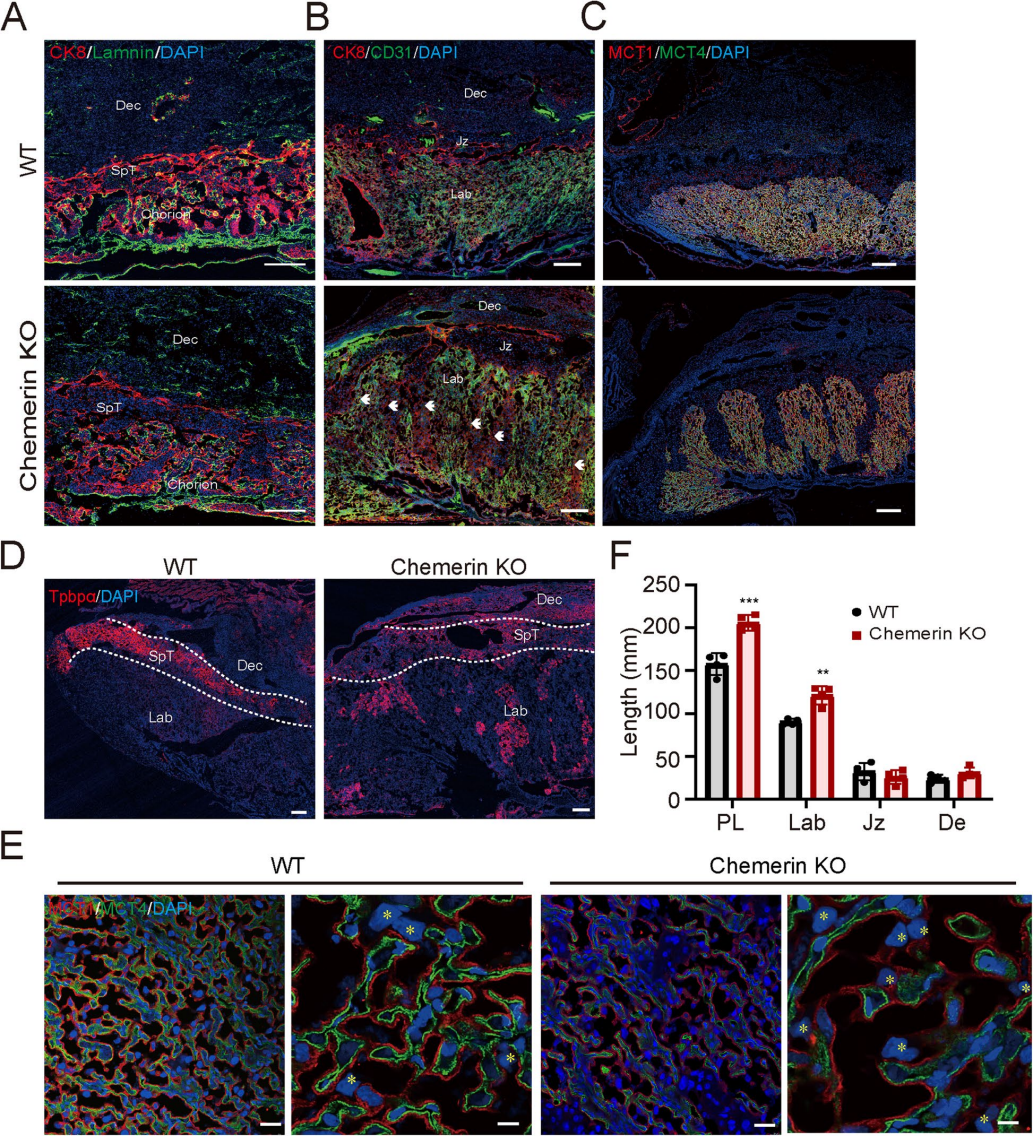
Loss of chemerin results in the abnormal of placenta. **A**–**E** WT and chemerin knockout placentas phenotype examination. **A** E10.5 placentas with CK8 and laminin staining in WT and chemerin KO placentas. Laminin, a marker of fetal blood endothelial cells (green), and CK8, a marker of trophoblasts (red). The control staining in E10.5 and 18.5 was shown in Additional file 1: Fig. S1C, D. **B**, **D** The staining with CK8 and CD31 (**B**), MCT1 and MCT4 (**C**), and TPBPα (**D**) in the E18.5 WT and chemerin KO placentas (scale bar = 200 µm). **E** The MCT1 and MCT4 staining was performed in the E18.5 WT and KO placentas (scale bar = 40 µm) and magnified with the representative image (scale bar = 10 µm). Yellow * indicates the number of sinuses TGCs on the maternal blood size in the image. All staining assays were performed three to four times. **F** The comparison of the length of the placenta (PL), labyrinthine (Lab), junctional zone (Jz), and decidua (De) between wild-type (WT) mice (*n* = 4) and chemerin knockout (KO) mice (*n* = 4), ***p < 0.001, **p < 0.01 compared to the WT group. Graphs depict the mean ± SEM and analysis for each group, with a non-paired two-tailed *t*-test used for comparison. The individual values of the length of placentas were shown in Additional file 5

### Lack of chemerin leads to abnormal lipid metabolism in the placenta

To investigate the deregulated molecular pathway in the chemerin knockout (KO) placenta, we compared the transcriptomic profiles of wild-type (WT) and chemerin KO placental tissue at E18.5 using RNA sequencing technology. 

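Rarres2, the gene that encodes chemerin, had 49026, 37197, 31142 and 45439 counts in WT placentas 1 to 4, and 9681, 11578, 7542 and 10549 counts in chemerin KO placentas 1 to 4. Every KO placenta therefore lay below every WT placenta, and the direction fits the genotype labels of all 8 libraries. RNA-seq was performed on 4 WT and 4 chemerin KO placentas at E18.5, from 4 mice of each genotype according to the paper. The paper's methods give TRIzol for the RNA extraction, while the sample labels give an RNeasy kit followed by a SMARTER library kit. The authors deposited a count and an FPKM value for each of 26225 genes and each placenta. The genome build in the submitters' processing notes is GRCm38 (mm10), and the aligner, the counting program and its strand setting are not given in the sources used here. Total counts ranged from 40358952 to 41458210 (median 41057895.5) in the WT placentas and from 40410544 to 41055243 (median 40955983.5) in the KO placentas.

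Some placentas differed in ways that the genotype does not describe. The transcripts of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) summed to 3646 counts in KO placenta 1 and 4129 counts in KO placenta 3, and to between 0 and 13 counts in the other 6 placentas. Xist, the RNA that coats the inactive X chromosome, was at 19.8 and 19.6 CPM (counts scaled to library size by TMM) in KO placentas 1 and 3 and between 152 and 561 CPM in the others. WT placenta 1 had a mean correlation of 0.946 with the other placentas across genes, against 0.968 to 0.977 for the remaining 7. The library names were grouped into 3 series. The first holds WT placenta 1 and KO placenta 1, whose names are short but start differently (H and CH), so that taking them as 1 series is an assumption. The second holds WT placenta 3 and KO placentas 2, 3 and 4, and the last holds WT placentas 2 and 4 only, so that no comparison of the genotypes can be made within it.

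Differential expression was tested with edgeR's quasi-likelihood test on the deposited counts, with TMM normalization and the genotype as the only term, over the 16206 genes that passed edgeR's low-count filter at a minimum count of 10. CPM values are scaled by TMM and given as mean ± SD over 4 placentas. The SE given with an edgeR log2 fold change was derived from the test, as its absolute size divided by the square root of the F statistic. Groups of genes were tested with camera, the competitive gene set test of limma, at its preset correlation of 0.01 between genes, and p-values were adjusted by the Benjamini-Hochberg method. Of 44 gene lists tested, 10 rose and 3 fell at an adjusted p of 0.05. None of the 44 passed with an estimated correlation (smallest adjusted p = 0.168 from limma's camera) or in limma's rotation test fry (smallest adjusted p = 0.112). The thresholds, the gene lists, the rule for the genes to be named and the alternatives were set before the data were examined, except where another time is stated.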

There were 521 transcripts altered by chemerin deficiency, including 314 genes downregulated and 207 genes upregulated (false detection rate-corrected P < 0.05 and log2FC > 1; Fig. 4A and Additional file 2). 

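Rarres2 fell in the chemerin KO placenta from 999 ± 266 CPM (SD, n = 4) to 244 ± 53.6 CPM (SD, n = 4), a log2 fold change of -2.04 (SE 0.23, adjusted p = 0.0299 from edgeR's quasi-likelihood test). Mterf2, a member of the mitochondrial transcription termination factor family, fell from 4.57 ± 0.369 to 1.08 ± 0.12 CPM (SD, n = 4 each), a log2 fold change of -2.07 (SE 0.20, edgeR adjusted p = 0.0121). Col6a5, a collagen VI chain, rose from 0.072 ± 0.0623 to 9.71 ± 6.44 CPM (SD, n = 4 each), a log2 fold change of 7.01 (SE 0.67, edgeR adjusted p = 0.0121). Acpp, which encodes prostatic acid phosphatase, rose from 3.78 ± 1.32 to 18.7 ± 4.86 CPM (SD, n = 4 each), a log2 fold change of 2.31 (SE 0.27, edgeR adjusted p = 0.0316). Tma7-ps, a processed pseudogene whose reads are uncertain because it shares sequence with its parent gene Tma7, rose from 6.69 ± 0.791 to 18.4 ± 3.95 CPM (SD, n = 4 each), a log2 fold change of 1.46 (SE 0.18, edgeR adjusted p = 0.0358), while Tma7 itself had a log2 fold change of -0.19 (SE 0.14).

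These 3 higher and 2 lower genes were all that edgeR called at an adjusted p of 0.05 and a log2 fold change above 1 in either direction, and in each of them the KO and WT placentas did not overlap. DESeq2 called 11 higher and 19 lower genes at the same thresholds. Of the higher ones 2 are the Y-linked Kdm5d and Ddx3y. Their counts come almost only from KO placentas 1 and 3, so these calls reflect which placentas carry a Y chromosome. At an unadjusted p of 0.05 and the same fold change, edgeR gave 88 higher and 141 lower genes. These counts depend on the processing. They were 202 and 311 with DESeq2, 280 and 402 without a low-count filter, 38 and 63 at a mean count of at least 50, and 6 to 22 and 13 to 45 with limma on FPKM. Without KO placenta 1 the lower count was 259, and the higher count was 150 with the library series as a block and 141 with the Y-linked covariate. Without WT placenta 1 and with the covariate, an alternative chosen after seeing the data, they were 194 and 231. Without the fold change limit, 665 genes had an unadjusted p under 0.05, against 810 expected by chance. In 220 genes every KO placenta was above every WT placenta and in 235 every KO placenta was below, together 2.81% of the genes tested, where chance gives 2.86%.

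Among genes with a log2 fold change above 1 in either direction, the next in rank by p did not pass the adjustment by edgeR. Dnlz had a smaller p but also a smaller change (log2 fold change -0.96, edgeR adjusted p = 0.0794). It was named after its values were seen. Among the lower ones, Dusp7, a MAP kinase phosphatase, had a log2 fold change of -1.15 (edgeR adjusted p = 0.085), Izumo4 had -1.44 (edgeR adjusted p = 0.0926), and Tdg, a DNA glycosylase that removes thymine from mismatches, had -1.52 (edgeR adjusted p = 0.121). Zfp433, a zinc finger gene of a family with near-identical copies, had -3.35 (edgeR adjusted p = 0.144). Gm40720, a long noncoding RNA on the same chromosome, had 78 counts in the WT placentas and 0 in the KO placentas, at least 25.9-fold lower against a floor of 3 counts over the group (edgeR adjusted p = 0.136). Among the higher ones, Gas2l3, a cytoskeletal linker protein, had a log2 fold change of 1.06 (edgeR adjusted p = 0.203) and the homeobox gene Irx5 had 1.81 (edgeR adjusted p = 0.397). Elapor1 had 1.92, Igfbp1, an insulin-like growth factor binding protein, had 1.78, and Lrat, which esterifies retinol, had 1.98 (edgeR adjusted p = 0.845 for each).

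On GRCm38, Rarres2 lies on chromosome 6 from 48569696 to 48572789, where its 3' end overlaps Lrrc61 on the opposite strand (log2 fold change -1.04, edgeR adjusted p = 0.397), so that reads of the overlap are uncertain. Col6a5 (105856078 to 105960643) and Acpp (104288251 to 104337748) lie on chromosome 9, Mterf2 on chromosome 10 (85119433 to 85128027) and Tma7-ps on chromosome 1 (171711088 to 171711282). Genes with an unadjusted p under 0.005 lay close together around these loci. On chromosome 9, 11 such genes started between 104288251 and 111228228, among them Col6a5, Acpp and Dusp7. On chromosome 10, 15 started between 80583654 and 89408823, among them Mterf2, Izumo4, Tdg, Zfp433, Gm40720 and Gas2l3. The limits of the 2 regions were drawn around these genes after their p-values were seen, so their share of the 288 genes tested there (9.03%, against 0.258% of the 15918 elsewhere) describes the regions and is no test.

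With the library series as a block, edgeR called 0 genes (286 at an unadjusted p of 0.05; Rarres2 log2 fold change -1.99, SE 0.31), and with the Y-linked transcripts as a covariate it called Col6a5 only (log2 fold change 6.14, SE 0.59, adjusted p = 0.0434; Rarres2 -1.70, SE 0.30). The calls fell to 0 without WT placenta 2, WT placenta 4 or KO placenta 1, to 1 without KO placenta 2 or KO placenta 3, and to 2 without WT placenta 3.

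**Figure D1:**
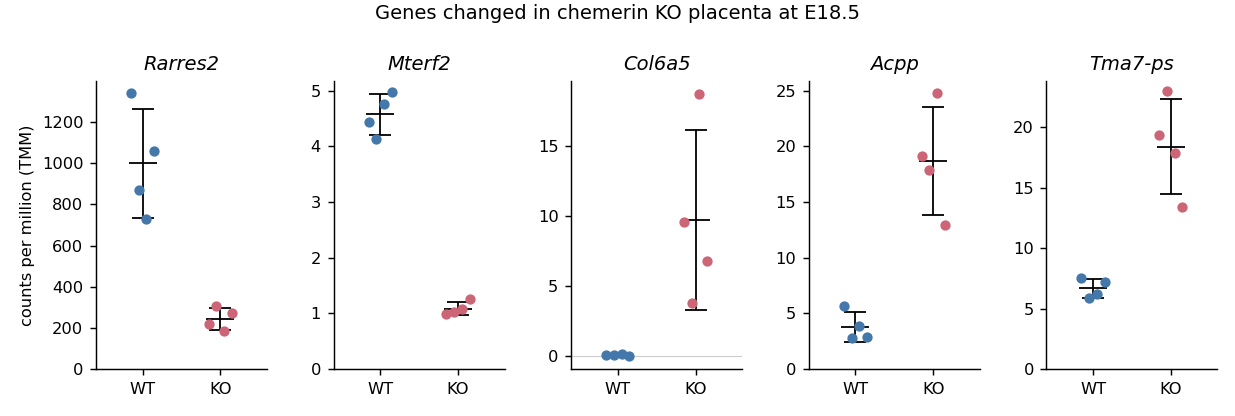
CPM (TMM-scaled) of Rarres2, Mterf2, Col6a5, Acpp and Tma7-ps in each WT and chemerin KO placenta. Points are placentas and bars are mean ± SD (n = 4 each), and the points of the 2 genotypes do not overlap in any of the 5 genes.

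**Figure D2:**
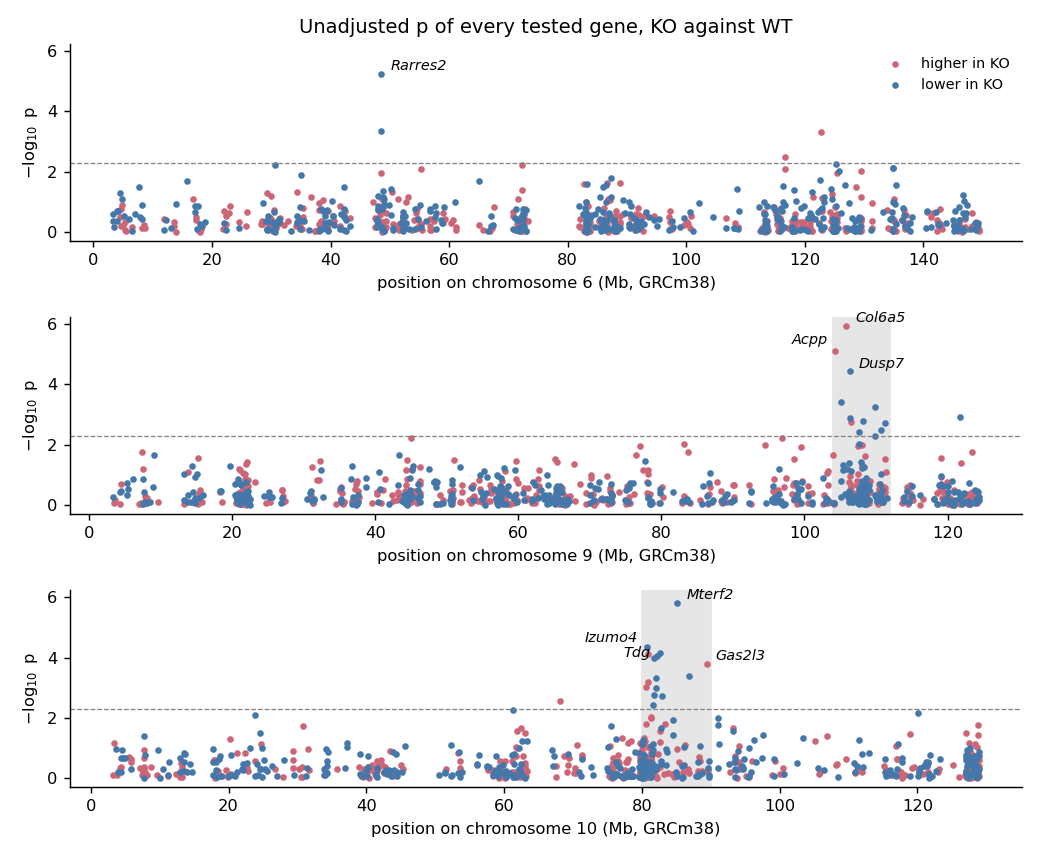
The -log10 of the unadjusted edgeR p-value of each tested gene by its start position in Mb on chromosomes 6, 9 and 10 of GRCm38, with genes higher in the chemerin KO placenta in red and genes lower in blue. The dashed line marks a p of 0.005, and the shaded regions hold 11 genes above it on chromosome 9 and 15 on chromosome 10.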

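Of 179 genes of lipid metabolism tested, which are the union of 9 lists, 4 had an unadjusted p under 0.05 and a log2 fold change above 1 in the chemerin KO placenta, and all 4 were higher. They were Lrat (1.46 ± 0.719 CPM in WT and 5.71 ± 3.86 in KO, SD, n = 4 each), Akr1b7, an aldo-keto reductase (1.00 ± 0.751 and 3.10 ± 2.46), Acss3, a mitochondrial short-chain acyl-CoA synthetase (0.22 ± 0.142 and 0.732 ± 0.534), and Thrsp, a regulator of lipogenesis (2.66 ± 1.31 and 5.35 ± 1.17). None of the 179 passed an adjusted p of 0.05 over all genes tested by edgeR, while DESeq2 called Lrat (adjusted p = 0.00988). Of the lipid genes 2.23% passed the unadjusted threshold, against 1.40% of the other genes, an odds ratio of 1.61 (95% interval 0.429 to 4.24, Fisher's exact test, two-sided, p = 0.325). With the genes that DESeq2 called at the same unadjusted threshold, the odds ratio was 2.27 (Fisher's exact test, two-sided, p = 0.0231). The background was then 26213 genes, without the low-count filter. The lipid lists hold Awat1, Acss3 and Ces2c, which the paper reports as raised and which pass this DESeq2 threshold. This value is therefore not independent of the paper's result.

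As groups, the genes of fatty acid uptake and activation rose, with 19 of 24 tested members above 0 and a median log2 fold change of 0.18 (limma's camera, adjusted p = 0.0148). This call is lost with an estimated correlation (adjusted p = 0.168), and limma's adjusted p was 0.0603 without WT placenta 1, where the median shrank to 0.05, 0.0726 without KO placenta 4 (median 0.09), 0.0704 without KO placenta 1 (median 0.21) and 0.0572 over genes with a mean count of at least 50 (median 0.18). Its score, the mean over members of standardized log2 CPM, was 0.353 and 0.462 in KO placentas 1 and 4, -0.0439 and -0.0632 in KO placentas 2 and 3 and -0.417 to -0.0465 in the WT placentas. The score of the yolk sac endoderm markers was likewise highest in KO placentas 1 and 4 (0.585 and 1.3, against -0.189 and 0.0342 in KO placentas 2 and 3). Slc27a2, a fatty acid transporter with acyl-CoA synthetase activity, had the smallest p of the list (log2 fold change 0.62, SE 0.19, edgeR adjusted p = 0.998). The 8 tested genes of wax ester synthesis and acyltransferases rose as a group, with 5 above 0 and a median of 0.33 (limma's camera, adjusted p = 0.00677), but not with an estimated correlation (adjusted p = 0.168) or without WT placenta 3 (adjusted p = 0.0655 from limma's camera, median 0.29), over genes with a mean count of at least 50 (0.0562, median 0.03) or on FPKM (0.129 to 0.476, medians -0.01 to 0.00). In that list Lrat passed when adjusted over the list alone, by edgeR, and no other member did. DESeq2 called Lrat over all genes (log2 fold change 1.98, adjusted p = 0.00988) and no other tested member.

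Apart from triglyceride biosynthesis, which is described with its GSEA result, the remaining lipid lists did not pass, by limma's camera. Fatty acid oxidation had 31 of 44 members above 0 and a median log2 fold change of 0.08 (adjusted p = 0.197). Fatty acid synthesis had 19 of 26 above 0 and a median of 0.10 (adjusted p = 0.228), lipolysis and carboxylesterases 9 of 12 and 0.14 (adjusted p = 0.153), and cholesterol synthesis 19 of 22 and 0.12 (adjusted p = 0.0508). Cholesterol synthesis rose without WT placenta 1 (limma's adjusted p = 9.94e-05), KO placenta 2 (0.000922) or KO placenta 3 (0.00121), with the library series as a block (0.0164), with the Y-linked transcripts as a covariate (0.000372) without a low-count filter (0.0219), with other size factors alone (0.0477) and on FPKM with a pseudocount of 1 (0.0442, and 0.0473 without a filter), and the GSEA statistic on FPKM gave q = 0.0447 in the KO direction. In the main setting cholesterol synthesis had adjusted p = 0.711 by camera with an estimated correlation and 0.759 by limma's fry. Its score was 0.677 and 1.16 in KO placentas 1 and 4 and -0.617 and -0.54 in KO placentas 2 and 3. In the WT placentas it ran from -0.834 to 0.473. Lipolysis rose without WT placenta 4 (0.0485), with the series as a block (0.00454) and without a low-count filter (0.0491). With an estimated correlation its adjusted p was 0.67 in the main setting. Steroid hormone synthesis had 9 of 15 above 0 and a median of 0.08 (adjusted p = 0.776). In it Cyp17a1, which makes androgen precursors, fell when adjusted over the list alone (log2 fold change -0.56, SE 0.13) and no other member passed. In the fatty acid uptake, oxidation, synthesis, lipolysis and cholesterol lists, 0 genes passed when adjusted over the list alone by edgeR (0 to 3 per list at an unadjusted p of 0.05), and DESeq2 called 0 of their members. Of the genes of synapses, 20 were tested, 11 were above 0 and the median was 0.07 (limma's camera, adjusted p = 0.282), with 0 passing when adjusted over the list alone by edgeR and 1 at an unadjusted p, Cplx1 (log2 fold change 1.17, SE 0.47).

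**Figure D3:**
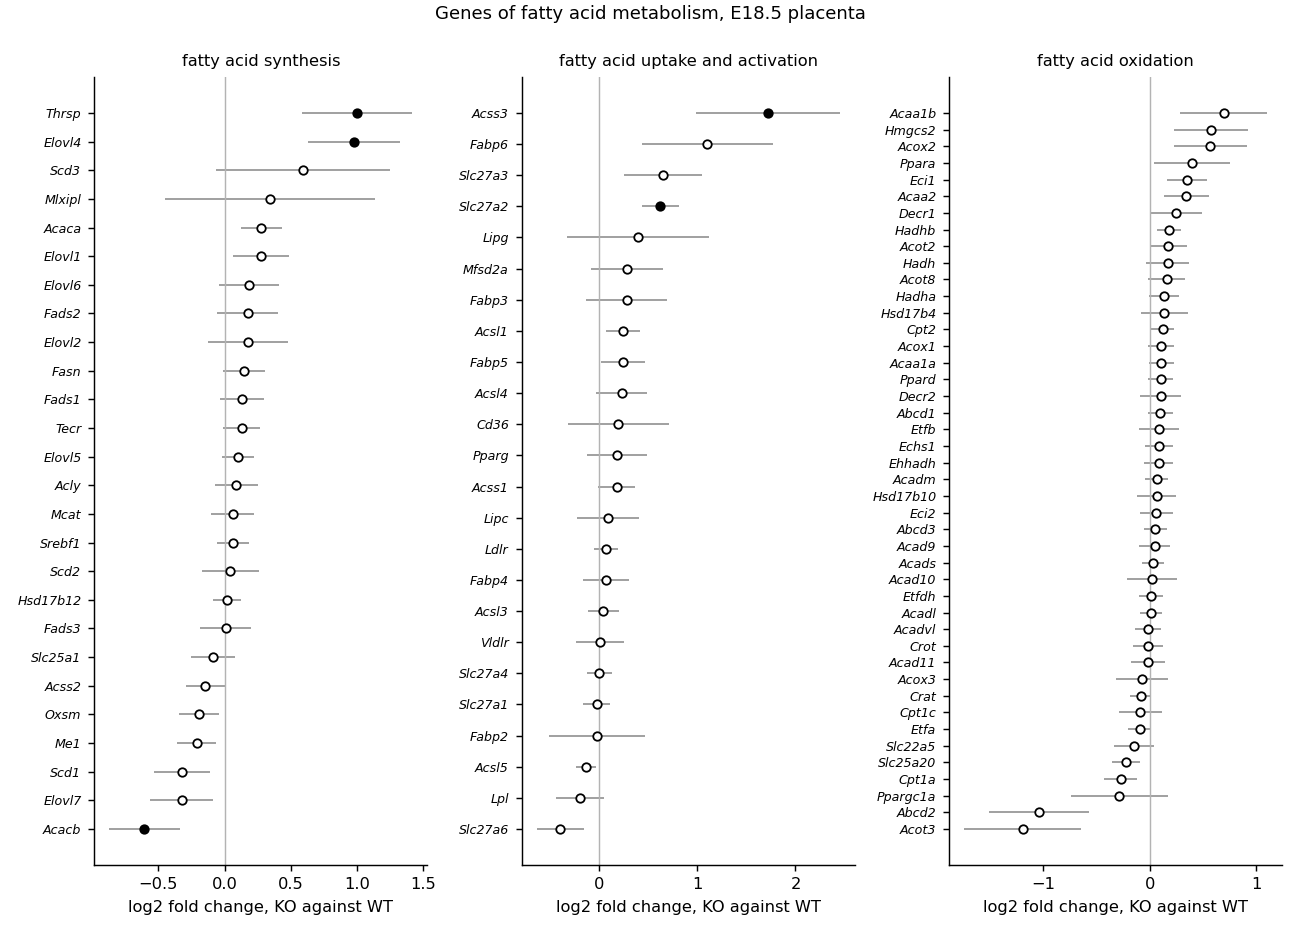
Log2 fold change (chemerin KO over WT) of each tested gene of the fatty acid synthesis, uptake and activation, and oxidation lists, with points at the fold change and lines at ± SE. Filled points have an unadjusted edgeR p under 0.05, and 31 of the 44 oxidation genes, 19 of the 24 uptake genes and 19 of the 26 synthesis genes lie above 0.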

Gene Ontology (GO) analysis identified the lipid metabolism process, along with extracellular region and space, hydrolase activity, and synapse as the top 10 altered pathways in the chemerin knockout placenta (Fig. 4B). GSEA analysis showed that the triglyceride biosynthetic process was enriched in the chemerin knockout placenta (Fig. 4C). 

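Genes of triglyceride biosynthesis were higher as a group in the chemerin KO placenta, by small amounts. The list was written by hand. It stands in for the paper's gene set and is not the same set. Of 22 tested members, 17 were above 0 and 5 below, with a median log2 fold change of 0.11 (limma's camera, adjusted p = 0.0138). The call is lost with an estimated correlation (adjusted p = 0.168 from limma's camera) and in limma's rotation test fry (adjusted p = 0.112). Mogat2, a monoacylglycerol acyltransferase, was at 3.53 ± 0.569 CPM in WT and 5.41 ± 1.6 CPM in KO (SD, n = 4 each), a log2 fold change of 0.62 (SE 0.25). Agpat1, which acylates lysophosphatidic acid, had a log2 fold change of 0.23 (SE 0.10), and Gpat2 and Gpat3, glycerol-3-phosphate acyltransferases, had 0.49 (SE 0.22) and 0.17 (SE 0.10). Dgat1 and Dgat2, which catalyse the last step, had 0.10 (SE 0.24) and 0.09 (SE 0.11). Each of these members had an adjusted p of 0.998 from edgeR, 0 members passed when adjusted over the list alone, 2 (Mogat2 and Agpat1) had an unadjusted p under 0.05, and DESeq2 called 0. The list's score was 0.21, 0.0469, 0.23 and 0.543 in KO placentas 1 to 4 and -0.268 to -0.247 in the WT placentas. The score of the yolk sac endoderm markers was likewise highest in KO placenta 4, lowest among the KO placentas in KO placenta 2 and below 0 in every WT placenta (-0.815 to -0.138).

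For this hand-written list the GSEA running-sum statistic on FPKM, with 1000 gene-set permutations over 26225 genes, gave a normalized enrichment score of 1.48. That was in the chemerin KO direction (q = 0.125). After its protein, NADH and metabolite measurements, the paper proposes that losing chemerin impairs lipid synthesis in the placenta and raises fatty acid oxidation.

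**Figure D4:**
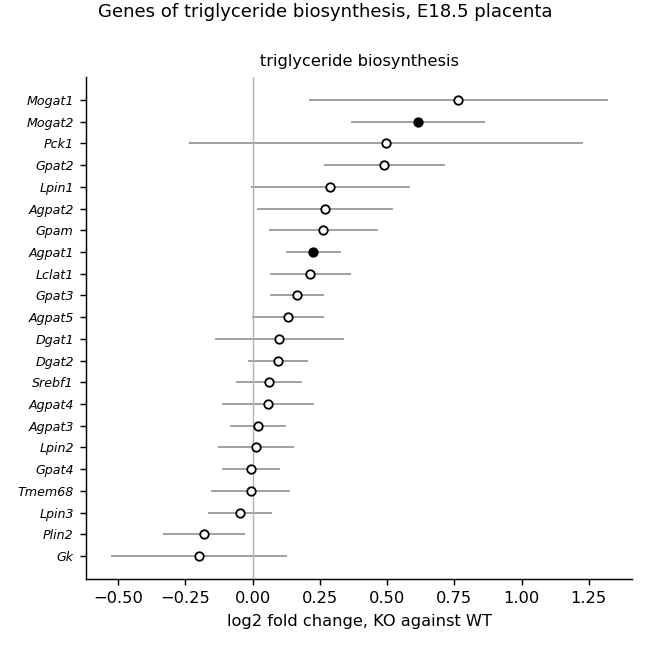
Log2 fold change (chemerin KO over WT) of the 22 tested genes of triglyceride biosynthesis, with points at the fold change and lines at ± SE. Filled points have an unadjusted edgeR p under 0.05, and 17 of the 22 genes lie above 0.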

Quantitative PCR results showed that the transcripts related to lipid metabolism, including Awat1 (esterify long chain (wax) alcohols with acyl-CoA-derived fatty acids to produce wax esters) [27], *Ces2c* (hydrolyze endogenous lipid substrates such as TGs and diglycerides) [28], and *Acess3* (mitochondrial production of acetyol-CoA) [29], were all upregulated in chemerin KO placenta (Fig. 4D). This result also confirmed that the lack of chemerin indeed increased gene expression of SpT (Prl7a2, Ascl2) and S-TGC (Hand1, Ascl2) and decreased expression in GlyT (Prl7b1) but had no effect on syncytiotrophoblast (Syna) in the placenta (Fig. 4D).

**Fig. 4:**
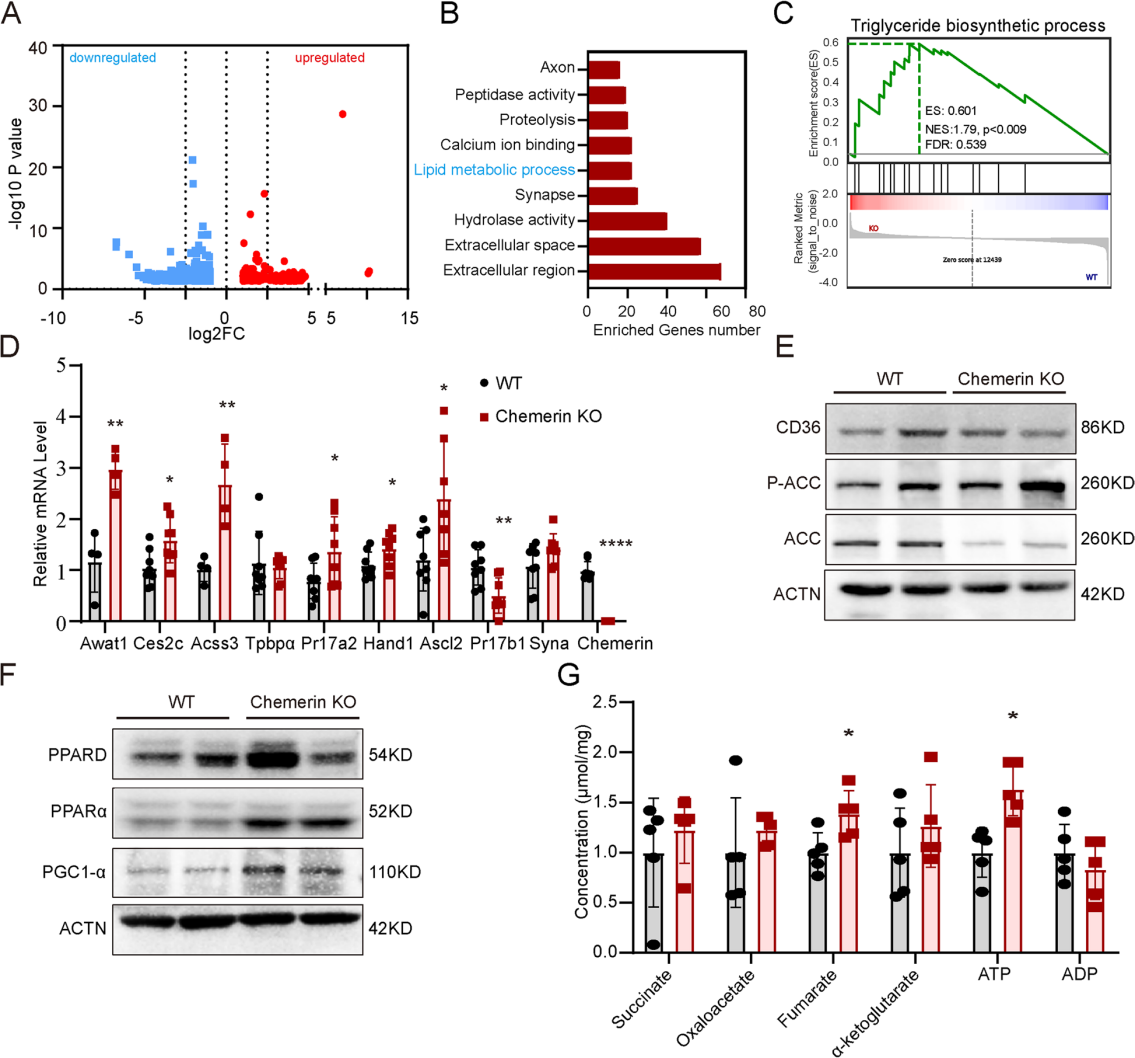
Loss of chemerin results in dysregulated lipid metabolism in the placenta. **A** Volcano plot showing the differentially expressed genes in the placenta of wild-type (WT) mice (*n* = 4) and chemerin knockout (KO) mice (*n* = 4). Blue dots represent significantly down-regulated transcripts with a *P*-value of ≤ 0.05 and a log2-fold change of < − 2. Red dots represent significantly upregulated transcripts with a *P*-value of ≤ 0.05 and a log2-fold change of ≥ 2. **B** The bar graph shows the enriched top 10 biological pathways from significantly changed genes in the chemerin KO mouse placenta. **C** Enrichment plots of selected gene sets from GSEA were enriched in the chemerin KO placenta. **D** qRT-PCR validates the lipid metabolism enriched transcripts expression (Awat1, Ces2c, Acss3) and SpT (Tpbpα, Pr17a2), S-TGC (Hand1, Ascl2), GlyT (Pr17b1) syncytiotrophoblast (Synα) specific transcripts from WT (*n* = 4) and chemerin KO (*n* = 4) placentas. *p < 0.05; **p < 0.01. This assay is repeated three times and analyzed with a non-paired two-tailed *t*-test. **E**, **F** The expression of fatty acid uptake, synthesis (**E**), and oxidation metabolism-related enzymes (**F**) was measured in WT and chemerin KO placenta and repeated three times. **G** The intermediate metabolites of the oxidative phosphorylation process contain a value on chemerin KO (*n* = 5 mice) placenta compared to WT (*n* = 5 mice) placenta. * *p* < 0.05 as determined by a non-paired *t*-test. All graphs depict mean ± SEM values. The individual values for RNA expression (**D**) and intermediate metabolites were shown in Additional file 5

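At an unadjusted p of 0.05 and a log2 fold change above 2 in either direction, 7 genes were higher and 12 were lower in the chemerin KO placenta by edgeR. The higher ones included Camk1g, a calcium/calmodulin-dependent kinase, at 0.182 ± 0.128 CPM in WT and 0.91 ± 0.352 in KO (SD, n = 4 each), and Pou4f1, a transcription factor of sensory neurons, at 0.145 ± 0.112 and 0.797 ± 0.514. The lower ones included Cdh17, a cadherin of the intestinal epithelium, at 3.11 ± 0.416 in WT and 0.566 ± 0.67 in KO, Ifne, interferon epsilon, at 0.915 ± 0.324 and 0.195 ± 0.191, and Rpl29, a ribosomal protein gene with many processed pseudogenes and therefore uncertain, at 114 ± 20.5 and 25.1 ± 22.7. These 5 genes were chosen after their values were seen. Camk1g, Pou4f1, Cdh17 and Ifne each had an adjusted p of 0.998 and Rpl29 0.727 from edgeR. Of the 19 genes, 4 also passed an adjusted p of 0.05, 2 higher (Col6a5 and Acpp) and 2 lower (Mterf2 and Rarres2).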

Furthermore, we examined the expression of lipid metabolism enzymes in WT and chemerin KO placentas. The protein expression results showed that a deficiency of chemerin did not alter placental lipid uptake (CD36), but reduced fatty acid synthesis (ACC1 and P-ACC1) and increased fatty acid oxidation metabolism (PPARD, PPARα, PGC1-α) (Fig. 4E, F). 

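The hand-written list for NAD-dependent retinol dehydrogenases also holds the retinaldehyde dehydrogenases Aldh1a1, Aldh1a2 and Aldh1a3, and Bco2. It stands in for the paper's gene set and is not the same set. The list did not pass as a group in the chemerin KO placenta, with 6 of 9 tested members above 0 and 3 below. Its median log2 fold change was 0.15 (limma's camera, adjusted p = 0.451, and 0.67 with an estimated correlation). Rdh9, a retinol dehydrogenase, was at 0.313 ± 0.128 CPM in WT and 0.503 ± 0.135 in KO (SD, n = 4 each), a log2 fold change of 0.68 (SE 0.43). The retinaldehyde dehydrogenase Aldh1a2 was at 11.2 ± 14.7 and 5.07 ± 2.62 CPM (SD, n = 4 each), a log2 fold change of -1.14 (SE 0.77), with 33.1 CPM in WT placenta 1 and 2.45 to 5.74 in the other WT placentas. Aldh1a3 had a log2 fold change of 0.58 (SE 0.40), Adh1, an alcohol dehydrogenase that oxidises retinol, had 0.37 (SE 0.27), and Rdh5, a dehydrogenase of 11-cis retinol, had -0.48 (SE 0.33). By edgeR 0 members passed when adjusted over the list alone, 0 had an unadjusted p under 0.05, and DESeq2 called 0. The list rose without WT placenta 1 (limma's camera, adjusted p = 0.0186, median 0.31) and when low-count genes were kept (adjusted p = 0.0148, median 0.46; on FPKM 0.0059, median 0.04). It also rose without WT placenta 1 and with the Y-linked covariate (adjusted p = 0.0383, median 0.49), an alternative chosen after seeing the data. It did not pass in the other settings by limma's camera, but its median moved. The median was -0.14 with the library series as a block, 0.33 with the Y-linked covariate and 0.08 on FPKM with the filter. It was 0.29 without WT placenta 2, 0.44 without WT placenta 3, 0.31 without WT placenta 4 and 0.39 without KO placenta 1. The GSEA running-sum statistic on FPKM over the 17 members found among all 26225 genes gave q = 0.0403 for the KO direction.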

Consistent with oxidation enzyme expression, the chemerin KO placenta had increased NAD-retinol dehydrogenase activity (Additional file1:Fig.S5A) and reduced NADH level (Additional file1:Fig. S5B). More importantly, the intermediate metabolites of the oxidative phosphorylation process, fumarate and ATP, were elevated in the chemerin KO placenta (Fig. 4G and Additional file3). These results suggest that the loss of chemerin impairs placental lipid synthesis and increases fatty acid oxidation activity.

### Disruption of fatty acid oxidation impairs SpT and S-TGC growth in chemerin KO placenta

Due to chemerin’s effect on placental fatty acid oxidation and trophoblasts, SpT and S-TGC, we treated WT and chemerin KO mice with the fatty acid oxidation inhibitor etomoxir (ET) to examine the placental phenotype. After being treated with 20 mg/kg ET at E14.5 and E16.5, the placental crossing staining results showed ET treatment ameliorated chemerin knockout-induced abnormalities of the syncytiotrophoblast branch (Fig. 5A), repressed the clusters of SpT in the labyrinth (Fig. 5B), and eliminated S-TGCs on both WT and chemerin KO placentas (Fig. 5C). Etomoxir treatment also increased chemerin KO placental fetal weight and reduced placental weight (Fig. 5D, E). Consistently, etomoxir elevated the NADH level in chemerin KO placenta (Fig. 5F) and reduced the expression of key lipid and fatty acid oxidation enzymes, including PPARγ and carnitine palmitoyl-transferase 1 isoform (CPT1A), in the placenta (Fig. 5G). These results suggest that the placenta utilizes the energy of fatty acid oxidation to sustain SpT and S-TGC growth, which further impacts the syncytiotrophoblast branch and fetal development.

**Fig. 5:**
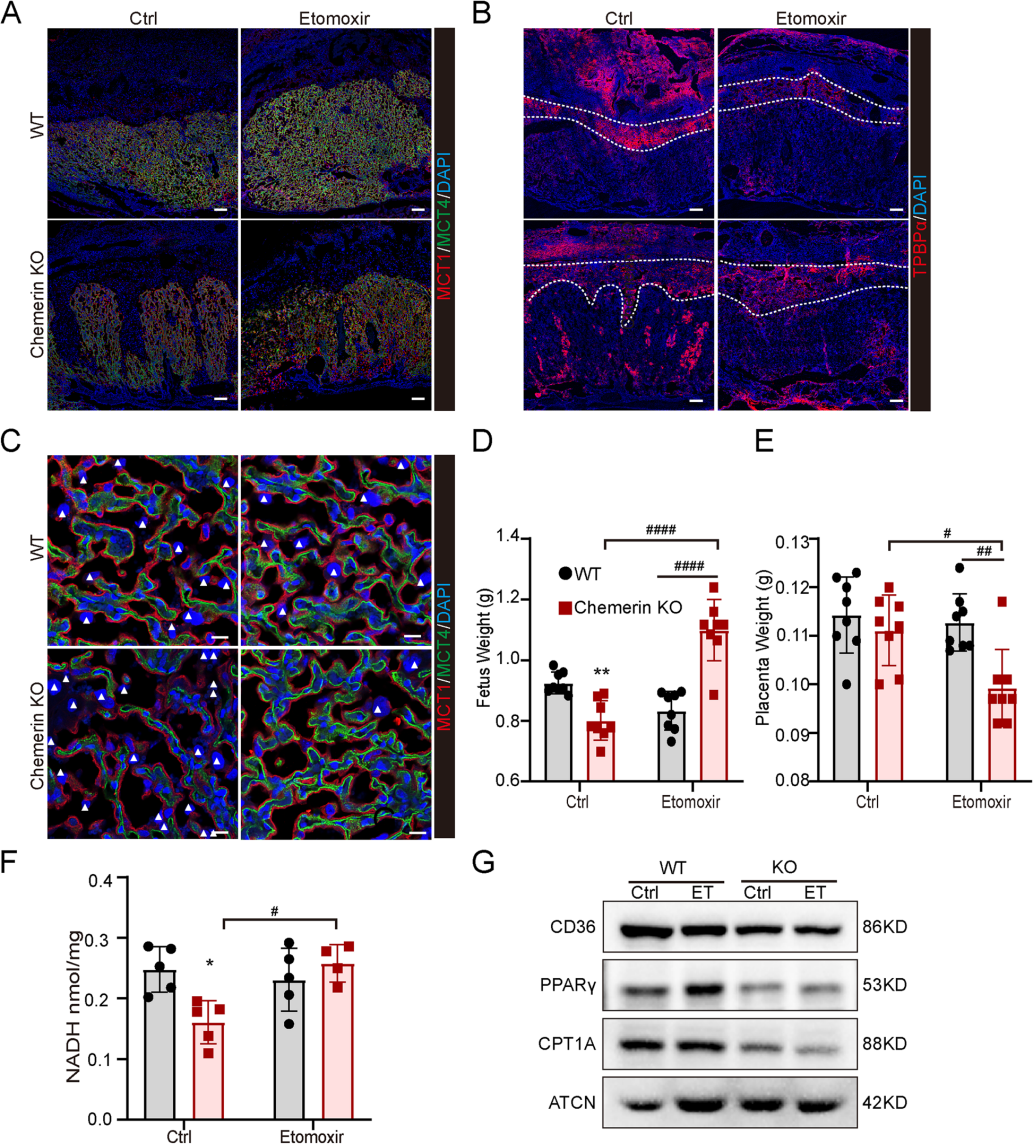
Inhabitation fatty acid oxidation impairs SpT and S-TGC growth in chemerin KO placenta. **A** The staining images of MCT1 (red) and MCT4 (green) were representatively shown in the 20 mg/kg etomoxir-treated WT and chemerin KO placentas. Scale bar = 200 µm. **B** The image staining with Tpbpα examined the etomoxir effect on SpT growth on WT and KO placenta. Scale bar = 200 µm. **C** Representative images of MCT1 and MCT4 staining on WT and KO placenta. Scale bar = 20 µm. The white triangle arrowhead pointed out the number of S-TGC on the maternal side. All staining assays are performed three to four times for detection. **D**, **E** The fetal weight (**D**) and placental weight (**E**) of WT and chemerin KO mice after etomoxir treatment. **p < 0.01 compared with WT ctrl group, #*p* < 0.05, ###*p* < 0.001, ####*p* < 0.0001 compared with KO ctrl group (WT-ctrl *n* = 8; WT-ET, *n* = 8; KO-ctrl, *n* = 8; KO-ET, *n* = 8). **F** The concentration of NADH in placentas from WT and chemerin KO mice after etomoxir treatment (WT-ctrl *n* = 5; WT-ET, *n* = 5; KO-ctrl, *n* = 5; KO-ET, *n* = 4). *p < 0.05 compared with WT ctrl group, #*p* < 0.05 compared with KO ctrl group. **G** The expression of fatty acid metabolism genes, including CD36, PPARγ, and CPT1A, in WT and KO placenta. ET as an etomoxir-treated group. All graphs depict mean ± SEM values, with statistical analysis performed using two-way ANOVA and Tukey's post hoc test. The individual values for fetal weight (**D**), placental weight (**E**), and the concentration of NADH (**F**) were shown in Additional file 5

### Excessive chemerin suppresses the growth of SpT and S-TGCs in the placenta

Since the deficiency of chemerin promotes SpT and S-TGC growth, we examined the effect of chemerin peptide on these trophoblast cells. Chemerin treatment did not alter Tpbpα expression in the placentas (Fig. 6A), increased GlyT accumulation, and restricted SpT growth as evaluated by PAS staining (Fig. 6B). Meanwhile, chemerin peptide expanded the growth of syncytia and suppressed S-TGC growth in the labyrinth (Fig. 6C). These results confirmed that chemerin-induced lipid synthesis limits the growth of SpT and S-TGC.

**Fig. 6:**
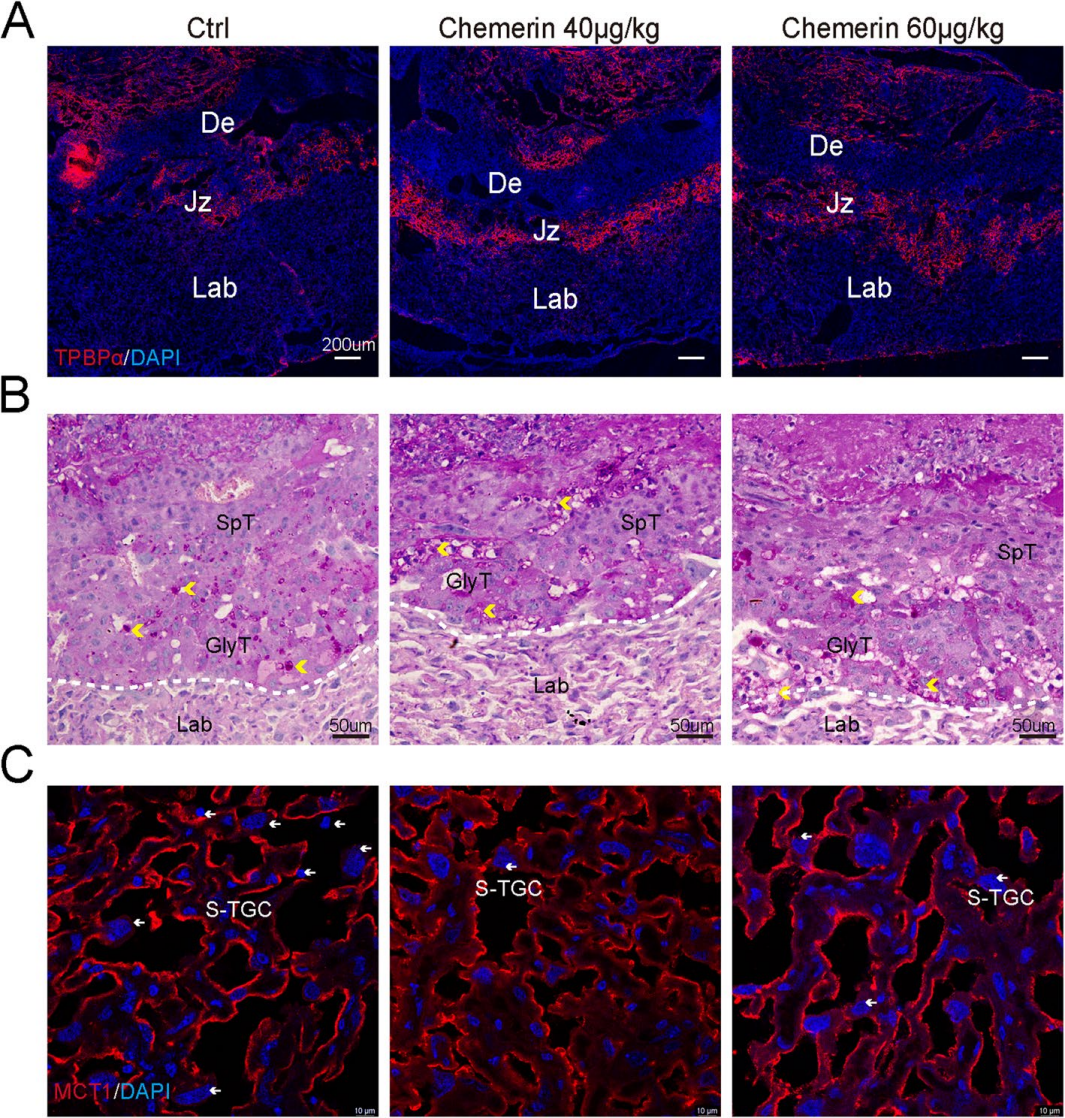
Excessive chemerin suppresses SpT and S-TGC growth in the placenta. **A** Representative image of GD18.8 placentas with immunostaining of Tpbpα (red) in chemerin-treated mice. Scale bar = 200 µm. **B** The image of PAS staining on the chemerin-treated placenta. Scale bar = 50 µm. Yellow arrowheads indicate the GlyT in the junctional zone. **C** MCT1 staining on chemerin-treated placentas reveals the phenotypes of syncytiotrophoblast and S-TGC in the labyrinth. The white arrow labels the S-TGC adjacent to the syncytiotrophoblast. These staining assays were repeated 2–3 times on chemerin-treated mice (control mice, *n* = 4; chemerin 40 µg/kg, *n* = 4; chemerin 60 µg/kg, *n* = 4)

### Trophoblast-derived chemerin has a similar role with chemerin KO placenta

Although chemerin’s role in SpT and S-TGC has been demonstrated, the different origin of chemerin in the placenta needs to be further determined. We constructed an effective lentiviral shRNA targeting chemerin (Fig. 7A) and packaged the scramble and shRNA viruses to generate chemerin trophoblast-specific knockdown placenta through the infection of blastocysts (Fig. 7B). The GFP expression carried by the lentiviral vector was examined in the junctional zone and labyrinth trophoblast in both scramble and chemerin shRNA-infected placenta (Fig. 7C). The chemerin shRNA-infected placenta indeed had intermingled SpT clusters in the labyrinth, and the increased cell number of S-TGC, compared to the scramble-infected placenta (Fig. 7D–F). Despite the placenta in the chemerin shRNA group exhibiting a similar phenotype to that of chemerin knockout mice, the effect on SpT and S-TGC was significantly lower than in knockout mice, suggesting that maternal-derived chemerin also affects placental development.

**Fig. 7:**
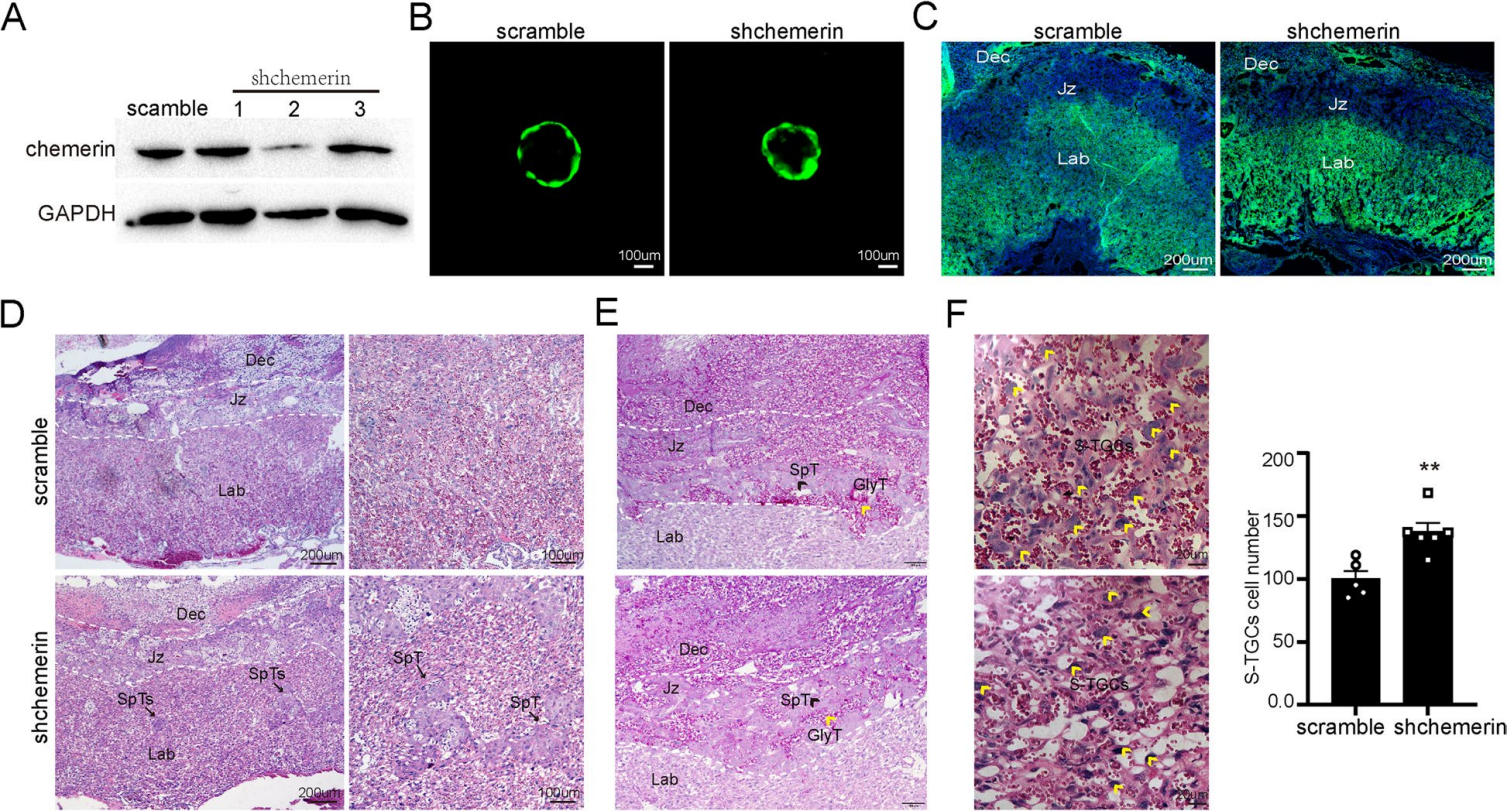
Trophoblast-derived chemerin has a determined role in SpT and S-TGC growth. **A** The expression of chemerin was determined in MS1 cells after lentiviral-mediated infection with scramble shRNA and three chemerin-targeted shRNA. WB results showed that chemerin shRNA2 had significant suppression of chemerin. The following experiments utilized the chemerin shRNA2 as the chemerin target sequence. **B** Blastocysts transduced with lentiviruses expressing scramble shRNA (scramble) or chemerin shRNA2 (shchemerin) showed GFP expression in the trophectoderm but not in the inner cell mass. **C** At E18.5, GFP expression was observed in the junction zones and labyrinth layers of the scramble and shchemerin group placenta. **D**, **E** HE (**D**) and PAS (**E**) staining were used to compare the scramble and shchemerin placenta phenotypes. The blank arrow indicated that SpT was intermingled within the labyrinth of the shchemerin group. **F** The smaller version of the labyrinth showed the structure of maternal and fetal sinusoids. The cell numbers of S-TGC on the maternal side were quantified in the scramble (*n* = 5) and shchemerin placentas (*n* = 7). The S-TGC cell numbers from each group, obtained from three mice, were compared using non-paired two-tailed *t*-tests. **p < 0.01 and ****p < 0.0001 compared with the WT group using a non-paired two-tailed *t*-test. The individual values of S-TGC numbers were shown in Additional file 5

## Discussion

Placental development is a tightly controlled event that relies on adequate regulation of trophoblast cell differentiation. Here, our results found that the adipokine chemerin is expressed in the ectoplacental cone and plays a crucial role in the growth of ectoplacental cone-derived trophoblasts. The deficiency of chemerin results in the expansion of the spongiotrophoblast (SpT) and sinusoid trophoblast giant cells (S-TGC) in the placenta, whereas excessive chemerin limits the cell growth of the SpT and S-TGC, facilitating the expansion of the GlyT and syncytiotrophoblast. Secondly, we provided evidence that chemerin regulates EPC-derived trophoblast growth through lipid metabolism. Chemerin increases placental lipid accumulation, elevates the expression of fatty acid synthesis enzymes, and promotes glycogen accumulation in the GlyT and syncytiotrophoblast, thereby facilitating their expansion. The deficiency of chemerin enforces placental fatty acid flux to the oxidation catabolism pathway and the outgrowth of SpT and S-TGC (Fig. 8). These results suggest that fatty acids in the placenta are not only transported to the fetus but are also involved in the lineage differentiation of EPC progenitors. Abnormal chemerin expression disturbs placental lipid metabolism and trophoblast differentiation, which could imply a potential pathological mechanism for chemerin-related human pregnancy complications.

**Fig. 8:**
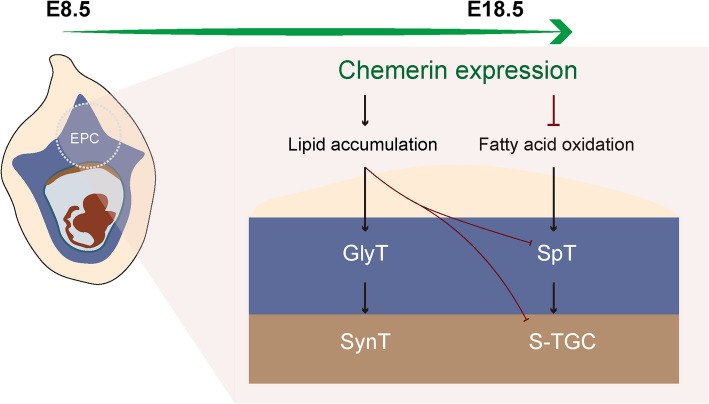
Schematic representation of the physiological role of chemerin in the mouse placenta. This graphic depicts the role of chemerin in regulating mouse trophoblast lineage differentiation through lipid metabolism. Along with the placental development from E8.5 to E18.5, chemerin expression increases placentas lipid accumulation, which facilitates glycogen accumulation on GlyT and the expansion of syncytiotrophoblast but limits the cell growth of SpT in the junction zone and S-TGC in the labyrinth. The lack of chemerin impaires placental fatty acid oxidation, consequently leads to the overgrowth of SpT and S-TGC. This study examines the physiological function of chemerin in mouse placental development, emphasizing the role of lipid metabolism, specifically fatty acid oxidation, in the differentiation of ectoplacental cone progenitor cell lineages

This study demonstrated the role of fatty acid oxidation on SpT and S-TGC growth. These two trophoblast cells secrete placental hormones, playing an endocrine role in sustaining both maternal and placental function for a successful pregnancy [30, 31]. A previous study reported that fatty acid oxidation enzymes are substantially expressed in placental villi, where trophoblast exhibits comparable fatty acid oxidation activity to that of skeletal muscle and fibroblasts, enabling it to satisfy high energy requirements [11]. In other group studies, decreased fatty acid oxidation gene expression was observed in preeclampsia placentas, and the degree of reduction was related to severe and early-onset preeclampsia [11, 32, 33]. In contrast, the placentas of obese women show reduced activity of fatty acid oxidation and accumulated lipids in early pregnancy [34], leading to the accumulation of oxidized metabolites for mother and baby. These findings suggest that fatty acid oxidation metabolism supports the growth of mouse placenta and potentially plays a role in human trophoblast function.

Aberrant spongiotrophoblast differentiation has been previously reported in diabetic placentae, a model induced by streptozotocin. Diabetic conditions lead to ectopic proliferation of spongiotrophoblast-like cells in the labyrinthine layer, a reduced junctional zone, and a smaller labyrinth and fetal size [35]*.* The phenotypes are very similar to those of chemerin knockout mice, even though the chemerin knockout placenta exhibits an expansion of the labyrinth area, which is more likely due to the loosening of the maternal and fetal vascular structures. Besides regulating spongiotrophoblast differentiation, chemerin is expressed on trophoblast giant cells of the E10.5 placenta, which originate from Tpbpα progenitors in the junctional zone and are considered analogous to the extra-villous trophoblast (EVT) of the human placenta [36]. The extra-villous trophoblast is crucial for remodeling the spiral arteries during mid-gestation. Insufficient EVT invasion and vascular remodeling contribute to pregnancy disorders like preeclampsia, preterm birth, and intrauterine growth restriction. Chemerin had increased serum levels in preeclampsia and has been considered a biomarker of preeclampsia in some studies [37]. Hence, it is necessary to investigate further the role of chemerin in human trophoblast differentiation and trophoblast cell invasion to uncover the pathological effects of these pregnancy disorders.

## Conclusions

In summary, this study describes the role of chemerin in the differentiation of ectoplacental cone progenitor lineages and provides evidence that chemerin determines SpT and S-TGC growth through placental fatty acid oxidation. These results suggest a potential pathological mechanism of chemerin-related pregnancy complications and also imply the necessity to investigate further chemerin and lipid metabolism function in human trophoblast differentiation.

## Methods

### Animals care and treatment

The Committee approved animal welfare and experimental procedures for using Live Animals for Teaching and Research at Shenzhen Institutes of Advanced Technology, Chinese Academy of Sciences. The procedures were carried out in strict accordance with the related regulations. The experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committees (IACUC) of Shenzhen Institutes of Advanced Technology (approval number: SIAT-IRB-170311-YYS-HUANGCHEN-A0330).

For the collection of serum and placental tissue from pregnant mice, 8-week-old female C57BL/6 mice (weight, 20–23 g) were mated with male C57BL/6 mice, and a copulatory plug was observed on day 0.5 of gestation. These mice were then anesthetized with isoflurane and sacrificed by cervical dislocation to collect serum and placentas.

For chemerin-treated mice, C57BL/6 pregnant mice were randomly divided into three groups: a control-saline group (*n* = 4), a chemerin 40 µg/kg group (*n* = 5), and a chemerin 60 µg/kg group (*n* = 5). The recombinant mouse chemerin peptide (2325-CM, R&D) was diluted in saline with 0.1% BSA solution and intravenously injected on E14.5 and E16.5. The chemerin concentration in E10-15.5 mice was estimated to be approximately 3 µg/ml based on the chemerin serum level in our data (Fig. 1A) and other studies [22, 38]. We calculated the total chemerin level in mouse serum using an estimated total serum volume of 2.0 mL and ensured that chemerin-treated concentrations were 0.4–0.8 times the serum chemerin level. The fetuses and placentas were collected and measured when the mice were sacrificed on E18.5.

### Western blot assay

Whole cells and tissue proteins were extracted using a lysis buffer (2% SDS, 50 mM Tris-HCI pH 7.6, 2 mM EDTA, and 10% glycerol). Proteins were quantified using the Pierce BCA Protein Assay Kit. Extracted total proteins were subjected to SDS-PAGE gel electrophoresis and transferred to a pure nitrocellulose blotting membrane (Millipore) after being blocked with 5% non-fat dried skim milk for 2 h at room temperature. The membrane was incubated with primary antibodies overnight at 4 ℃. The antibodies involved in this study are listed in detail in Additional file 1: Table S1. After washing with Tris-buffered saline with 0.1% Tween-20, horseradish peroxidase-conjugated secondary antibodies were incubated at room temperature for 1 h. The chemiluminescence analysis was performed using enhanced chemiluminescence (ECL; Bio-Rad Laboratories). Uncropped Western blots were in Additional file4.

### Elisa

The mice serum was collected from non-pregnant mice (*n* = 5), E5.5 (*n* = 6), E10.5 (*n* = 6), E15.5 (*n* = 6), E18.5 (*n* = 6), and postpartum 4 days (*n* = 4). Furthermore, the chemerin level was determined using a mouse chemerin ELISA assay (DY2325, R&D). Briefly, serum samples and chemerin standards were diluted with reagent diluent according to the detection range, and then diluted samples and standards were added to plates and incubated for 2 h. After washing the plates three times, they were incubated with the detection antibody for 2 h, followed by a repeated washing step and incubation with streptavidin-HRP antibody for 20 min. Finally, the density of the plates was determined using a microplate reader (Thermo) at 450 nm and corrected at 570 nm after reacting with substrate and stop solutions.

### Immunostaining and oil red O staining

Mouse placenta and gonadal fat tissue were fixed overnight at 4 °C in 4% PFA and embedded in paraffin. Five-micron sections were used for hematoxylin and eosin (H&E) staining. Immunostaining was performed on mouse placenta sections fixed with 4% PFA. The placenta tissue was sectioned at a thickness of 10 µm and blocked with 1% bovine serum albumin (BSA, Beyotime, ST023) for 1 h. The sections were sequentially incubated with primary antibodies overnight and corresponding secondary antibodies. The detailed antibody information is listed in Additional file 1: Table S2. The slides were placed under a coverslip with a mounting medium containing DAPI and examined under a fluorescence microscope (Olympus BX53, Japan). The placenta, liver, and gonadal fat tissue sections were immediately fixed in cold 4% PFA and sectioned at 5–7 µm for oil red O staining. After washing with distilled water, the slides were incubated in a 100% propylene glycol and 0.5% Oil Red O solution (O-1516; Sigma). Stained slides were washed with 85% propylene glycol solution and distilled water and mounted with glycerin.

### Flow cytometry

C57BL/6 pregnancy mice were sacrificed at E18.5 to collect the placentas in cold PBS. To obtain single-cell suspensions, the placentas were dissected and incubated in PBS containing 20% fetal bovine serum (FBS) and 1 mg/ml collagenase D (07902, StemCell). The tissue was digested in 37 °C incubators for 30 min and then passed through a 70-µm cell strainer. Erythrocytes in the placenta were lysed with red blood cell lysate buffer. Before staining, the cell suspensions were incubated with purified anti-CD16/32 (101,319, BioLegend) for 10 min on ice to block non-specific binding to Fc receptors. The antibody clones, fluorochromes, suppliers, and catalogue numbers in flow cytometry stains are listed in Additional file 1: Table S3. All FACS analyses were run using an FC500 flow cytometer (Beckman Coulter) and analyzed with FlowJo software.

### The spatiotemporal transcript expression of chemerin in placenta

The published stereo-seq dataset can be visualized by the interactive data portal (https://db.cngb.org/stomics/mpsta/). We downloaded the chemerin spatial expression data of E8.5 (E8.5_S1.MPSTA.h5ad, E8.5_S2.MPSTA.h5ad) and E14.5(E14.5_S1.MPSTA.h5ad, E14.5_S2.MPSTA.h5ad) for all clusters and generated a boxplot expression from E8.5 and E14.5 placental sections.

### Chemerin knockout mice generation and Experimental exposure in vivo

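The guide transcribed from the T7 promoter in the sgRNA template is GGTGCACAATCAAACCAAACG (21 bases), and its last 20 bases, GTGCACAATCAAACCAAACG, match the Rarres2 gene without a mismatch. On GRCm38 the match lies on chromosome 6 from 48571785 to 48571804, in coding sequence of exon 3 of 6 (48571783 to 48571887), on the sense strand of the gene, which is transcribed from the minus strand. The protospacer is followed by the PAM GGG, of which 2 bases lie in the exon and the last one in the intron. The sequence around it in the sense direction of the gene, reading from exon 3 into the intron after it, is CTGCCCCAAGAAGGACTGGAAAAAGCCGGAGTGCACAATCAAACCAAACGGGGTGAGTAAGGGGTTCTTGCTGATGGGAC. The counts of Rarres2 are totals over the gene, so the allele that the guide produced was not analysed here.

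**Figure D5:**
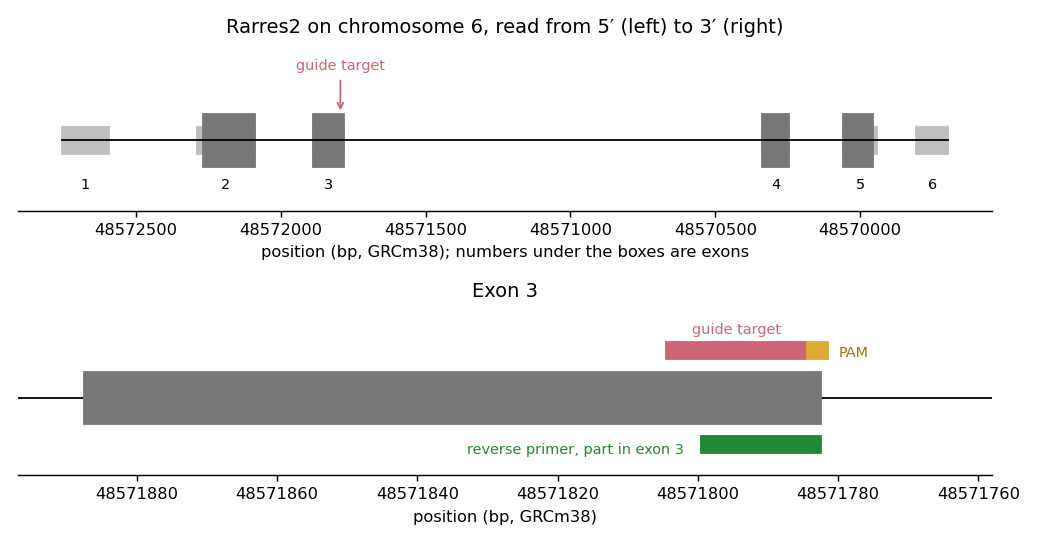
Map of the exons of Rarres2 on chromosome 6 of GRCm38, with coding sequence in the dark shade, the guide target, its PAM and the part of the qRT-PCR reverse primer that lies in exon 3. The target ends 2 bases before the end of exon 3.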

Chemerin knockout mice were obtained as a gift from Yangzhou University, which were produced by targeting the exon of murine chemerin with Crispr-Cas9 sgRNA (sequence: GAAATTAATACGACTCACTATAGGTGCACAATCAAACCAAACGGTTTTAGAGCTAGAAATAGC) and microinjected into fertilized eggs to create the knockout mouse [39]. We confirmed the absence of chemerin at the protein level in chemerin knockout mice. Chemerin knockout mice have not exhibited altered fertility or body weight compared to wild-type (WT) mice. WT and chemerin knockout pregnant mice were subjected to intraperitoneal injection with the control group (WT-ctrl, *n* = 4; chemerin KO-ctrl, *n* = 5) or etomoxir (WT-ET, *n* = 5; chemerin KO-ET, *n* = 6) at 20 mg/kg (HY-50202, MCE) on E14.5 and E16.5, respectively. Mice were anesthetized using isoflurane and sacrificed on E18.5; the placentas and embryos were weighed and then treated with 4% paraformaldehyde or frozen at − 80 °C for subsequent expression and analysis.

#### RNA-seq analysis gene expression and analysis

Transcript profiles were generated from wild-type (WT) placenta (*n* = 4, from 4 mice) and chemerin knockout placenta (*n* = 4, from 4 mice) at E 18.5. Total RNA was extracted using TRIzol reagent (Invitrogen, CA, USA), and RNA purity and integrity were assessed using a NanoDrop 2000 spectrophotometer (Thermo Scientific, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then, the DNA libraries were prepared with the Lumina Novaseq 6000 platform by OE Biotech, Inc., Shanghai, China. Transcript abundance was expressed as reads per kilobase of transcript per million mapped reads (RPKM), and a false discovery rate of 0.05 was used as a cutoff for significant differential expression. 

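The FPKM values deposited by the authors follow from the deposited counts. In the 11001 genes with at least 100 counts in all 8 placentas, the count divided by the FPKM and by the total count gave 1 gene length in every placenta within a tolerance of 1% (largest difference 3.51e-06%), so the values are scaled by total count with no further normalization. They summed to between 417903 (KO placenta 1) and 505175 (KO placenta 2). From 11060 genes (WT placenta 1) to 11590 genes (KO placenta 1) had an FPKM of at least 1. As an FPKM is relative to all other counts of its placenta, its level also moves with the share that abundant placental transcripts take. Prl3b1 (placental lactogen II), Tpbpa and Psg16, a pregnancy-specific glycoprotein, were among the 10 most-counted genes, and Tpbpa took 2.54% of the counts in WT placenta 1, 1.28 to 1.51% in the other WT placentas and 1.03 to 2.39% in the KO placentas.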

Statistical significance was determined through empirical analysis of digital gene expression, followed by the application of Bonferroni’s correction. Bioinformatic analysis was performed using the OECloud tools at https://cloud.oebiotech.com/task/. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) was used to perform Gene Ontology (GO) functional and KEGG pathway enrichment analyses, with a p-value threshold of 0.05 considered statistically significant. The differentially expressed genes were listed in Additional file 2.

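The copy of Additional file 2 used here holds 520 of its 521 rows, 314 marked down and 206 up, and its q-values, which are the paper's, run up to 0.949 with a median of 0.723, with 30 under 0.05. Its means matched those of a DESeq2 run on the deposited counts within 0.1% in all 520 genes, and its log2 fold changes matched within 0.1 in 519. In the DESeq2 run, 513 genes passed an unadjusted p of 0.05 and a log2 fold change above 1, and 30 passed at an adjusted p of 0.05. Low-count genes made up much of the file, with a mean count under 50 in 402 genes (77.3%) and under 10 in 225. Of the lipid genes, Acss3 had a log2 fold change of 1.74 (SE 0.74, DESeq2 adjusted p = 0.776) and Awat1, an acyl-CoA wax alcohol acyltransferase, 1.81 (SE 0.83, DESeq2 adjusted p = 0.875). Ces2c, a carboxylesterase, had 1.78 (SE 0.84, DESeq2 adjusted p = 0.926) with 2 to 8 counts in the WT placentas and 6 to 22 in the KO placentas. The paper's q-values in Additional file 2 for these genes are 0.747, 0.848 and 0.86. Two-sided tests were used throughout.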

### Quantitative real-time PCR

Total RNA from WT (*n* = 4) and Chemerin KO placenta(*n* = 4) was extracted using the RNAiso Plus reagent (Takara, Shiga, Japan) and analyzed by quantitative real-time PCR (qRT-PCR) according to the manufacturer’s instructions (Revert RT Master and ReverTra qPCR RT Master Mix gDNA remover, Toyobo, Osaka, Japan). The primer sequences of mRNAs are presented in Additional file 1: Table S4. Gene expression levels were normalized to Gapdh using the ΔΔCT method, and the expression level was calculated for the WT group. Melt curve analysis for each primer set revealed only one peak for each product.

### Lipids and metabolic intermediate products detection

The placentas from chemerin-treated mice (ctrl, four mice; chemerin 40 µg/kg, five mice; 60 µg/kg, five mice) were homogenized in saline for protein quantification, and the collected supernatant was further examined for TG and CHO using the GPO-PAP colorimetric method. Briefly, placental TG and TC levels were measured using the triglyceride assay kit (A110-2–1, Nanjing Jiancheng Bioengineering Institute) and the total cholesterol assay kit (A111-2–1, Nanjing Jiancheng Bioengineering Institute), respectively, following the manufacturer’s instructions.

For the metabolic intermediate products test, the wild-type (WT) (5 mice) and chemerin knockout (KO) (5 mice) placental samples were analyzed using an Agilent 1290 Infinity chromatography system and an AB SCIEX QTRAP 5500 mass spectrometer for HPLC–MS/MS analysis. The placental tissue was taken in 40 mg quantities with each sample and homogenized with 200 µL of H2O. Then, 800 µL of a methanol/acetonitrile solution (1:1, v/v) and 10 µL of a 10 mmol/L SUCCINIC ACID-D6 internal standard solution were added to the mixture and subjected to ultrasound to precipitate the protein and freeze. The supernatant metabolites were injected for chromatographic separation using the 1290 Infinity UPLC (Agilent) and for mass spectrometry analysis with a 5500 QTRAP mass spectrometer (SCIEX). Analyses were determined by electrospray ionization using multiple reaction monitoring. Peak chromatographic area and retention time were analyzed with Multiquanta software. The standard substance of energy metabolites was used to calculate the retention time and identify metabolites. The detailed data for this experiment is in Additional file3.

The NADH and NADPH levels were further measured in WT (5 mice) and chemerin KO (5 mice) placental samples using the NAD +/NADH assay kit (#S0175, Beyotime, China) and the NADP +/NADPH assay kit (#S0179, Beyotime, China). Briefly, the placental tissues were incubated with extraction buffer for every 10 mg of tissue and disrupted cells with a homogenizer on ice, centrifuged at 12,000 × g for 5–10 min at 4 °C. Fifty to one hundred microliters of supernatant was moved into a tube followed by 30 min of incubation at 60 °C and then performed centrifugation at 10,000 g for 5 min at 4 °C. Twenty microliters of supernatant was moved into 96-well plates and incubated for 10 min at 37 °C, then followed by the addition of 10 µL color-developing solution. The NADH and NADPH values were measured by detecting the absorbance of the mixed liquid at 450 nm and were calculated using a standard value.

### Periodic acid-Schiff (PAS) staining

Placental paraffin sections were treated to remove paraffin, hydrated, and oxidized in 0.5% periodic acid solution for 5 min. Slides were placed in Schiff’s Reagent for 15 min, counterstained with hematoxylin, and washed in Scott’s tap water solution to enhance contrast. Sections were then dehydrated and mounted with Entellan mounting medium (EM Science) under glass coverslips. Consecutive sections of one placenta per genotype were examined.

### Chemerin shRNA lentiviral vector production

Mouse chemerin shRNA target sequences were synthesized and cloned into the pLV[shRNA]-EGFP:T2A: Puro-U6 vector (LV-GFP, Cyagen, China) to produce LV-chemerin-shRNA. These constructs were further transfected into packaging HEK293T cells as previously described to produce lentiviral particles [22]. The lentivirus-containing supernatant was then harvested and titrated using the QuickTiter Lentivirus quantitation kit (Cell Biolabs Inc., San Diego, CA, USA). For the chemerin target, we designed three target sequences and scrambled shRNA (Additional file1: Table S5) and assessed the target efficiency by measuring chemerin expression in lentiviral-infected islet endothelial cells (MS1 cells) (purchased from BeNa culture collection).

### Blastocysts transduction and trophoblast knockdown mouse construction

Mouse trophoblast-specific chemerin knockdown was achieved by lentivirus-mediated transduction into zona-free blastocysts as previously described [22]. First, 8-week-old CD-1 female mice (Beijing Vital River Laboratory Animal Technology Co., Ltd., Beijing, China) were mated with fertile or vasectomized males to produce pregnancy and pseudopregnancy. Second, the blastocysts were collected from E4 pregnancy mice and treated with acid Tyrode’s solution (Sigma–Aldrich, St. Louis, MI, USA) to remove the zona pellucidae. Individual zona-free blastocysts were incubated in 5 µl KSOM drops containing LV-scramble shRNA or LV-chemerin-shRNA (0.5 × 10^6^ transduction units/mL) for 6 h. Blastocysts were washed with M2 medium and transferred to E3 pseudopregnant mice (7–10 blastocysts/mouse). At E18, these mice were sacrificed to collect the placenta for further examination.

### Statistical analyses

All results are presented as the mean ± SEM of at least three independent experiments. Statistical significance calculations comparing two conditions were performed using a two-tailed unpaired Student’s *t*-test. Two additional data sets were analyzed using a one-way analysis of variance (ANOVA) with Tukey’s post hoc test. Two group variance analyses were performed using a two-way ANOVA and Tukey’s post hoc test. Statistical significance levels are calculated as follows: *p < 0.05; **p < 0.01; ***p < 0.001. These calculations were performed using GraphPad Prism 7 software (GraphPad, Prism Software).

## Supplementary Information

Additional file 1: Figures S1–S5 and Tables S1–S5.

Additional file 2. This Dataset described the differentially expressed genes (DEGs) between WT and Chemerin KO placentas with fold change > 2.0 and p-value threshold of 0.05.

Additional file 3. This dataset described the detailed information of metabolites identification and calculation in this study.

Additional file 4. This file provided the raw images for western blot in this study.

Additional file 5. This file provided the indivuiale value for each figure in main text and additional file.

## Data Availability

Availability of data All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories. The information of the primers and antibodies used in this study were shown in Additional file 1. Differentially expressed genes (DEGs) between WT and Chemerin KO placentas (fold change > 2.0) are listed in Additional file 2. The mass spectrometry metabolites content in this study was detailed in an additional file 3. The raw images for western blot in this study are shown in Additional file4. We also provided the individual value data as additional file5 for each figure in main text and additional file. The dataset of the RNA sequencing in this study is available in the Gene Expression Omnibus (GEO) with GEO accession numbers (GSE298315) (URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298315). The metabolomics data have been deposited to MetaboLights repository with the study identifier MTBLS12552 (URL: https://www.ebi.ac.uk/metabolights/MTBLS12552). The spatial clustering data in the Fig. 1E and Additional file1: Fig. S2 including the raw data of E14.5(E14.5_S1.MPSTA.h5ad, E14.5_S2.MPSTA.h5ad) and E8.5 (E8.5_S1.MPSTA.h5ad, E8.5_S2.MPSTA.h5ad) could be downloaded for the restored web site (https://db.cngb.org/stomics/mpsta/download/).

## Abbreviations

CK8: Cytokeratin
EPC: Ectoplacental cone
P-TGC: Primary trophoblast giant cell
S-TGCs: Sinusoid trophoblast giant cells
TG: Triglyceride
TC: Cholesterol
KO: Knockout
WT: Wild type
SynT-I: Syncytiotrophoblast I cell
SynT-II: Syncytiotrophoblast II cell
SpT: Spongiotrophoblast cell
GlyT: Glycogen trophoblast cell
Tpbpα: Trophoblast-specific protein alpha
PAS: Periodic Acid-Schiff (PAS) staining
ACC: Acetyl-CoA carboxylase
P-ACC: Phosphorylation of ACC on serine site Ser79
ET: Etomoxir
CPT1A: Carnitine palmitoyl transferase I isoform
EVT: Extra-villous trophoblast
De: Decidua
Lab: Labyrinthine
Jz: Junctional zone

# Supplementary material for: Chemerin sustains the growth of spongiotrophoblast and sinusoidal trophoblast giant cells through fatty acid oxidation
**Source:** BMC Biol. 2025 Jul 3;23:199. doi: 10.1186/s12915-025-02294-9
**Supplement:** Supplementary file 1 — Additional file 1: Figures S1–S5 and Tables S1–S5.

**Additional File1**

**Table S1.** List of the antibodies for Western Blotting

| Antibody | Dilution | Vender | Catalog no. | RRID Portal |
| --- | --- | --- | --- | --- |
| Anti-Chemerin antibody | 1:1000 | abcam | ab103153 | AB_10861013 |
| Anti-Chemerin antibody | 1:1000 | proteintech | 10216-1 | AB_2269231 |
| Anti- CD36 antibody | 1:1000 | proteintech | 18836-1 | AB_10597244 |
| Anti- SREBP1 antibody | 1:1000 | abcam | ab28481 | AB_778069 |
| Anti- SREBP2 antibody | 1:1000 | abcam | ab30682 | AB_779079 |
| Anti- PPARγ antibody | 1:1000 | Cell Signaling Technology | #2435 | AB_2166051 |
| Anti- pACC1(Ser79) antibody | 1:1000 | Cell Signaling Technology | 3661s | AB_330337 |
| Anti- ACC1 antibody | 1:1000 | Cell Signaling Technology | 3676s | AB_2219397 |
| Anti- PPARD antibody | 1:1000 | Proteintech | 60193 | AB_10896827 |
| Anti- CPT1A antibody | 1:1000 | Proteintech | 15184-1-AP | AB_2084676 |
| Anti- ACTN antibody | 1:1000 | Cell Signaling Technology | #4970 | AB_2223172 |
| Anti-Tubulin antibody | 1:1000 | Proteintech | 10068-1-AP | AB_2303998 |
| Goat anti rabbit IgG H&L(HRP) | 1:5000 | Abcam | ab97051 | AB_10679369 |
| Goat anti mouse IgG H&L(HRP) | 1:5000 | abcam | ab6820 | AB_955438 |

**Table S2.** List of the antibodies for Immunostaining

| Antibody | Dilution | Vender | Catalog no. | RRID Portal |
| --- | --- | --- | --- | --- |
| Anti-Chemerin antibody | 1:400 | Santa cruz | sc-373797 | AB_10947246 |
| Anti- CD31 antibody | 1:400 | BD Biosciences Pharmingen | 550274 | AB_393571 |
| Anti- cytokeratin 8 antibody | 1:400 | TROMA-I | TROMA-I | AB_531826 |
| Anti- MCT1 antibody | 1:200 | Millipore-Sigma | AB1286-I | AB_90565 |
| Anti- MCT4 antibody | 1:200 | Millipore | ab3314P | AB_2286063 |
| Anti- laminin antibody | 1:400 | sigma | L9393 | AB_477163 |
| Anti- Tpbpα antibody | 1:200 | abcam | ab104401 | AB_10901888 |
| Rat IgG | 1:200 | Beyotime | A7031 |  |
| Chicken IgY | 1:200 | Beyotime | A7062 |  |
| Mouse IgG | 1:200 | Proteintech | B900620 | AB_2883054 |
| Rabbit IgG | 1:200 | Invitrogen | 31235 | AB_243593 |
| Alexa Fluor® 488 anti-rat | 1:400 | Abcam | ab150165 | AB_2650997 |
| Alexa Fluor® 568 anti-rabbit | 1:400 | abcam | ab175470 | AB_2783823 |
| Alexa Fluor® 568 anti-chicken | 1:400 | abcam | ab175711 | AB_2827757 |
| Alexa Fluor® 488 anti-mouse | 1:400 | abcam | ab150113 | AB_2576208 |

**Table S3.** List of the antibodies for flow cytometry

| Antibody | Dilution | Vender | Catalog no. | RRID Portal |
| --- | --- | --- | --- | --- |
| Anti-Chemerin antibody | 1:200 | Santa cruz | sc-373797 | AB_10947246 |
| Mouse IgG | 1:200 | Proteintech | B900620 | AB_2883054 |
| Alexa Fluor® 488 anti-mouse | 1:400 | abcam | ab150113 | AB_2576208 |
| PE-CD31 | 1:200 | BioLegend | 102507 | AB_312914 |
| Anti-mouse CD16/32 | 1:1000 | BioLegend | 101319 | AB_1574973 |

**Table S4.** List of the primer sequences of qPCR

| Gene | Forward | Reverse |
| --- | --- | --- |
| Awat1 | CCTCCTCAAGAAACGCAAAGG | CGTGAAGGTAGGGACCAGATC |
| Acss3 | AATGTCGCAAAGTAACAGGCG | GTGGGTCTTGTACTCACCACC |
| Ces2c | GCTGAATGCTGGGTTCTTCG | GCTGCCTTGGATCTGTCCTGT |
| Tpbpa | CAGAGAGTGGCGATGGGTTTT | GACAATGGCACAGTGGCTGTT |
| Prl7a2 | GGGAGAATGTGGCCTCTGTA | TTGAGCTTCGTCCAGGTTTT |
| Hand1 | GGGTTAAACCCGGTCTTTGG | AAGGACCTGCCGACCTCTTG |
| ASCL2 | CAGCTGCGAGGGAGAGCTAA | GATGCTCAGTAGCCCCCTAACC |
| Prl7b1 | GGGAGGACGTGGTCTCTGTA | TTTGGTGATTTGAGTGGCAA |
| Syna | CCTCACCTCCCAGGCCCCTC | GGCAGGGAGTTTGCCCACGA |
| Chemerin | TACAGGTGGCTCTGGAGGAGTTC | CTTCTCCCGTTTGGTTTGATTG |
| Gapdh | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |

**Table S5.** List of the shRNA sequences of Lentivirus（pLV[shRNA]-EGFP:T2A:Puro-U6>mRarres2[shRNA#3]）

| Gene | Target sequence |
| --- | --- |
| Scramble shRNA | CCTAAGGTTAAGTCGCCCTCG |
| {mRarres2[shRNA#1]} | TCAGGAGTTGCAATGCATTAA |
| {mRarres2[shRNA#3]} | CTTTGTGAGGTTGGAATTTAA |
| {mRarres2[shRNA#2]} | AGGGCCCTGAGAACCAAATAA |

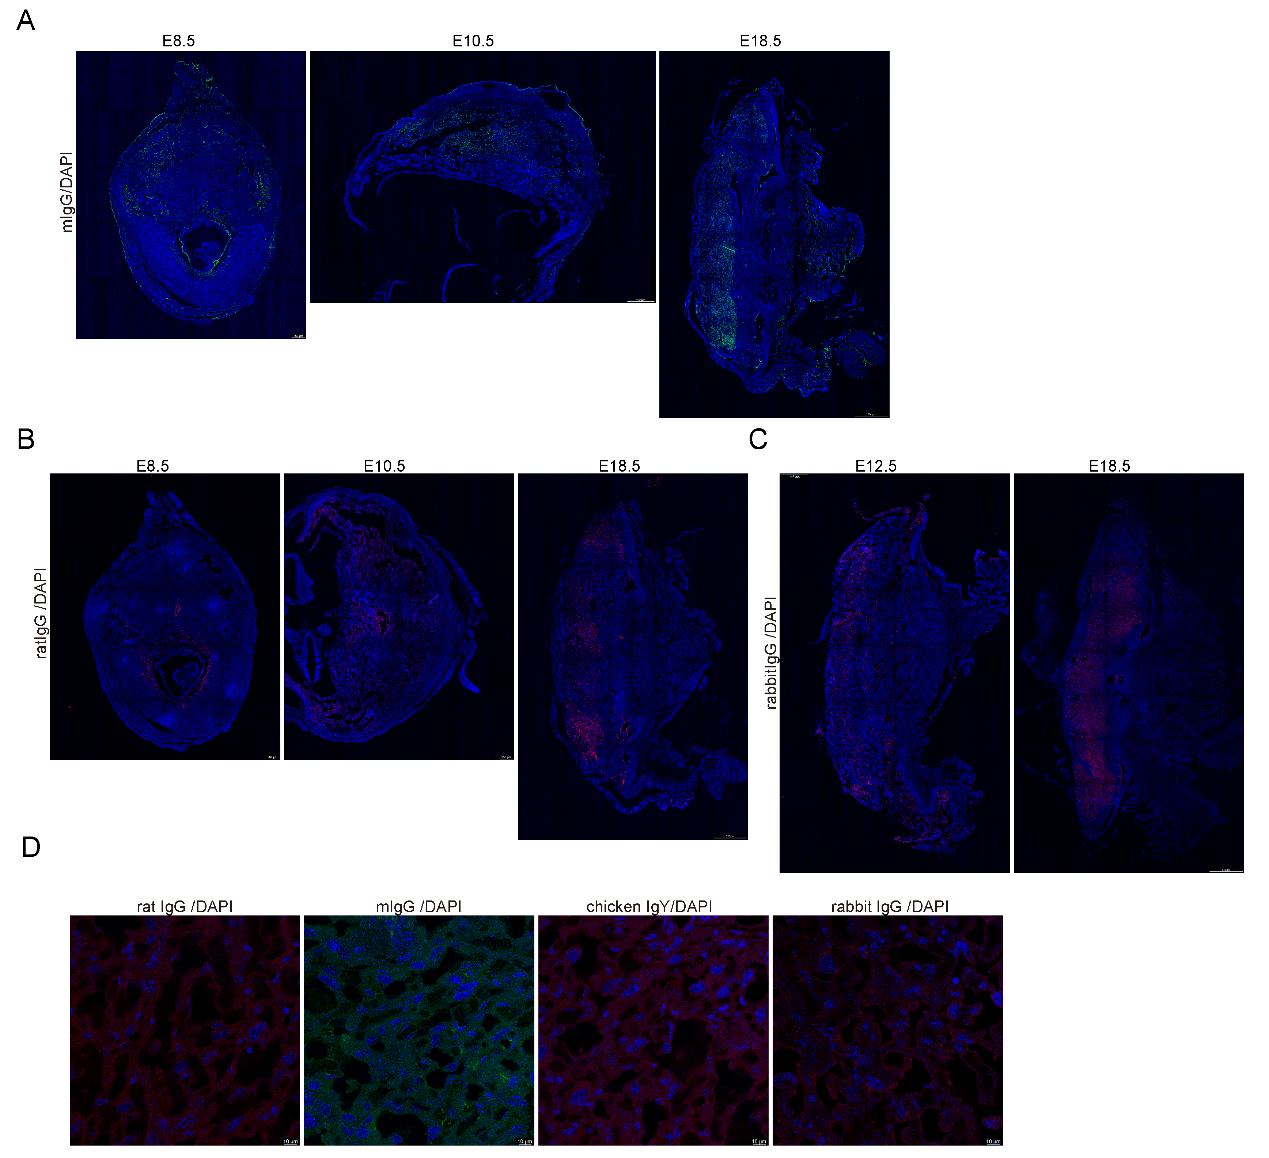

**FigureS1.Contrl IgG and IgY staining on different days of mouse placenta.**

**A** Mouse IgG as staining control on E8.5,10.5 and 18.5 placentas. **B** Rat IgG as staining control on E8.5,10.5 and 18.5 placentas. **C** Rabbit IgG as staining control on E12.5 and 18.5 placentas. **D** Mouse, Rat and rabbit IgG with chicken IgY staining on labyrinthine of E18.5 placenta.

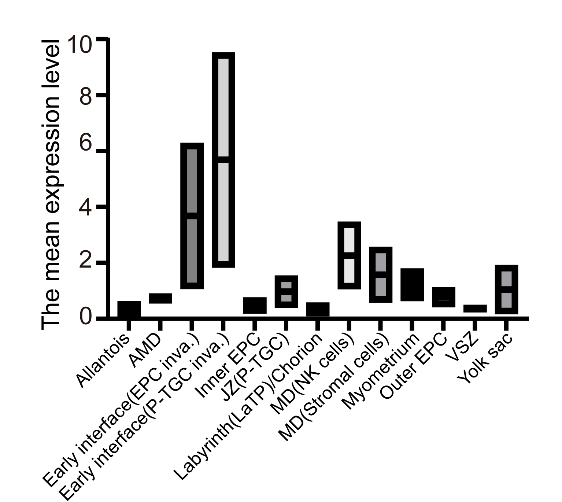

**FigureS2.chemerin’s spatiotemporal transcriptomic expression in the E8.5 placenta.**

The boxplot described the related mean expression of chemerin in the two E8.5 placenta section from the public spatiotemporal transcriptomic data (n=2). AMD (anti-mesometrial decidua); the early interface (EPC inva.); the early interface (P-TGC inva.); MD (mesometrial decidua), VSZ (vascular sinuses zone). The individual values of the expression of chemerin in two E8.5 placentas were showed in additional file 3.

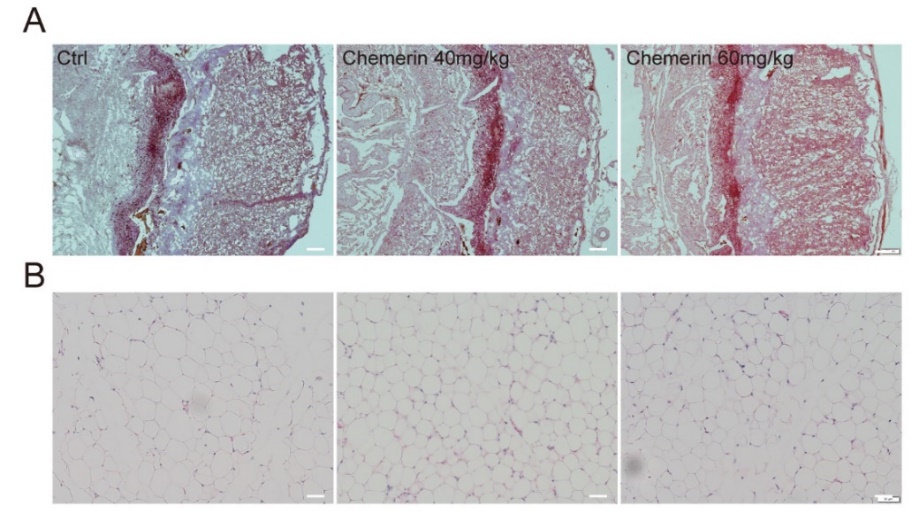

**FigureS3. excessive chemerin impairs placenta and fat lipid metabolism. (A).** Oil red O staining showed placenta lipid accumulation on placenta after chemerin treatment. (B). HE staining of gonadal fat tissue.

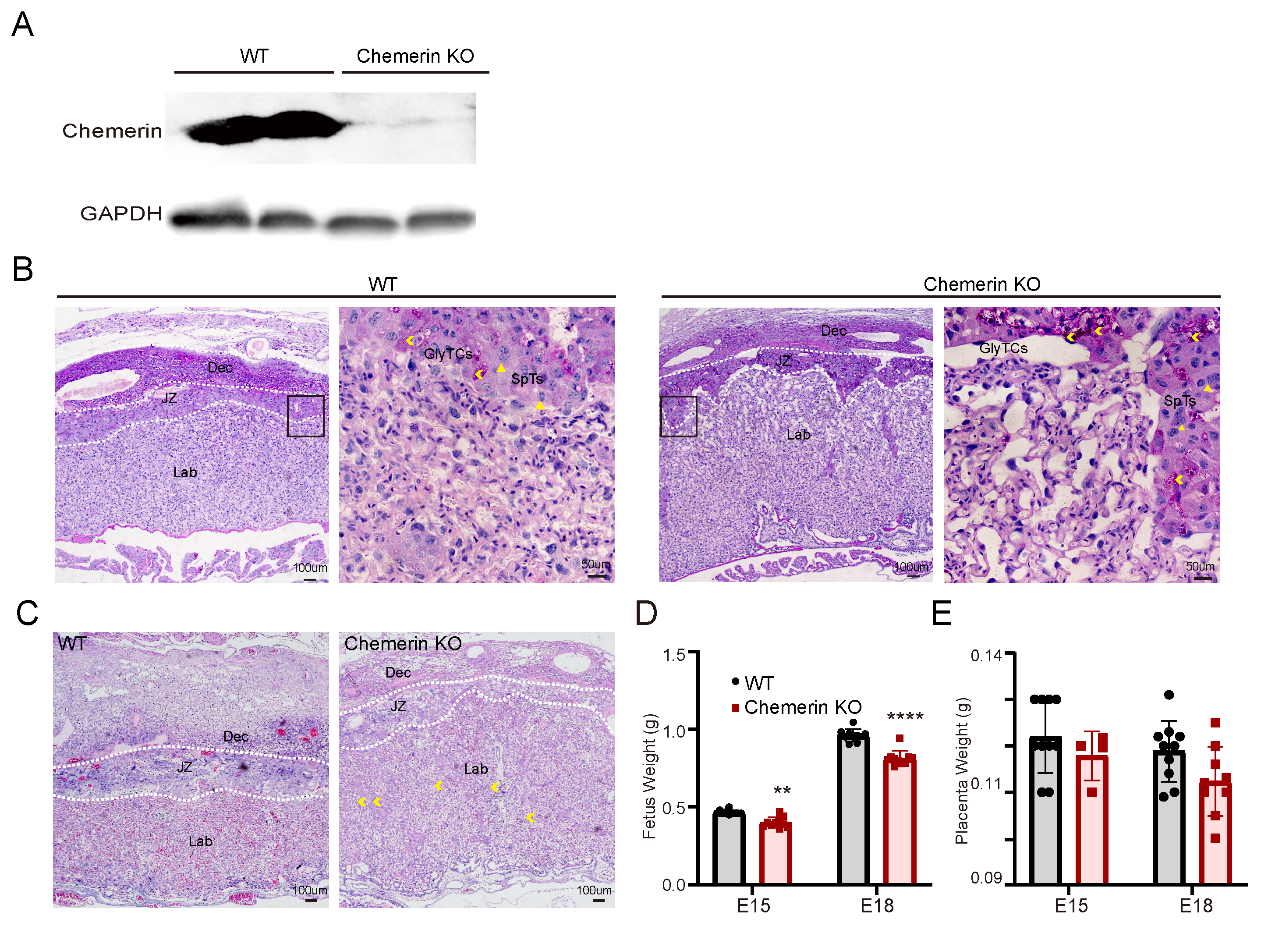

**FigureS4. Deficiency of chemerin exhibits abnormal glycogen trophoblast growth on placenta. A** Western blotting analysis for chemerin expression on WT and chemerin KO gonadal fat tissue. **B** Periodic Acid-Schiff (PAS) staining on WT and chemerin KO placenta and larger view on junction and labyrinthine area showed the growth of spongiotrophoblast cells (SpT) and glycogen trophoblast cells (GlyTC). **C** HE staining showed three layers on WT and placenta including decidua, Junction zone and labyrinthine. yellow arrow head indicated the area of loss fetal vessel. **D-E** Fetus weight and placenta weight at E15 and E18 were measured on WT and chemerin KO group (WT-E15.5, n=10, KO-E15.5, n=10; WT-E18.5, n=10, KO-E18.5, n=10). **p<0.01, ****<0.0001 compared with WT group with non-paired two-tailed *t* test. The individual values of the fetal weight (D) and the placenta weight (E) were showed in additional file 3.

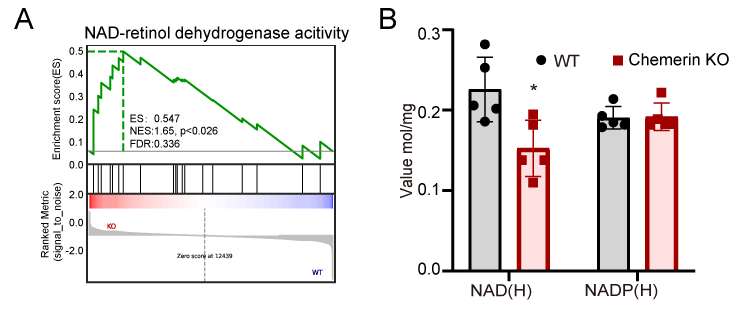

**FigureS5. Lack of chemerin on placenta results to decreased NAD(H) activity.**

**A** Enrichment plots of selected gene sets from GSEA showed that NAD-retinol dehydrogenase activity enriched on chemerin KO placenta. **B** The concentration of NAD(H) and NADP(H) on placenta from WT and chemerin KO mice, each group includes 5mice placenta. * p <0.05 and calculated NAD(H) and NADP(H) separately with non-paired two-tailed *t* test. The individual values of the NAD(H) and NADP(H) were showed in additional file 3.

# Supplementary material for: Chemerin sustains the growth of spongiotrophoblast and sinusoidal trophoblast giant cells through fatty acid oxidation
**Source:** BMC Biol. 2025 Jul 3;23:199. doi: 10.1186/s12915-025-02294-9

**Additional file4_ Raw data for western blots.**

**Figure1**

Fig1.B

Chemerin,19KD:

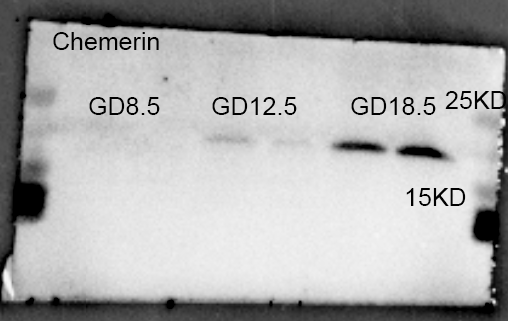

Tubulin,50KD

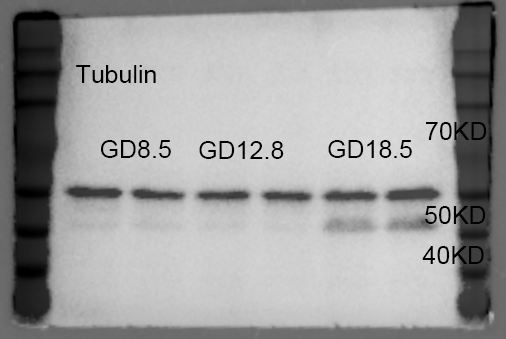

**Fig2.H**

CD36, 86KD

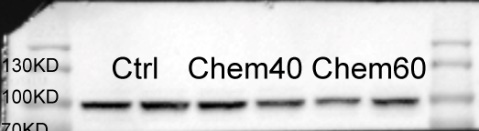

ACC,260KD

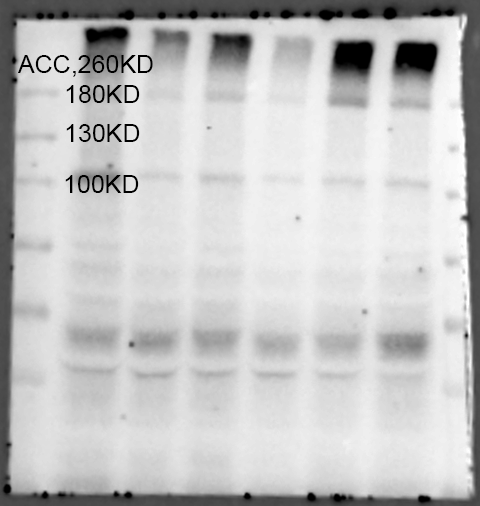

PPARγ,53KD

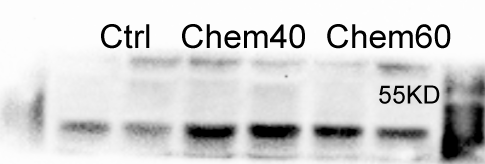

Srebp1,125KD

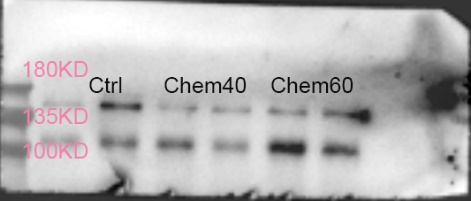

Srebp2,121KD

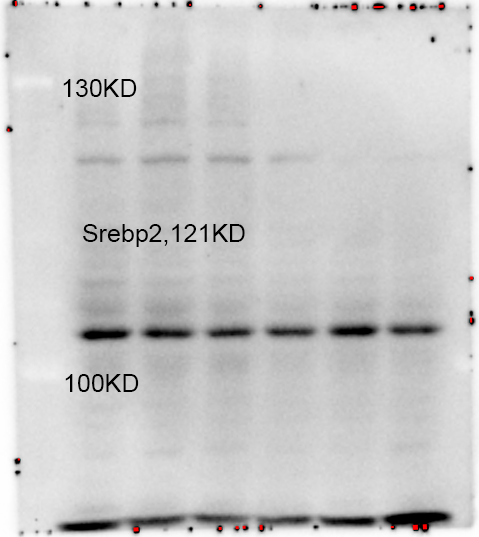

ACTN,42KD

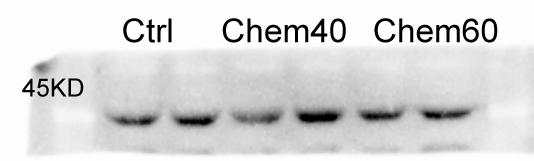

**Fig4.E**

CD36, 86KD

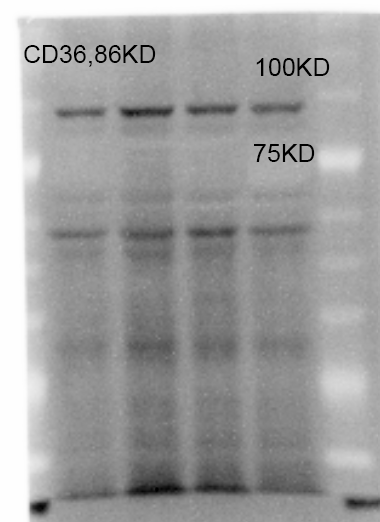

P-ACC,260KD

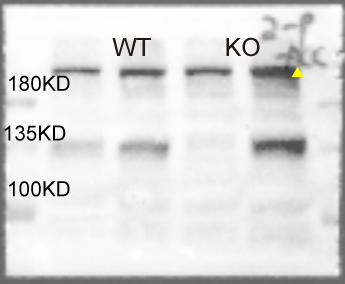

ACC,260KD

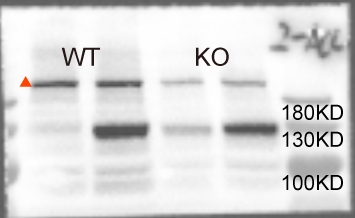

ACTN,42KD

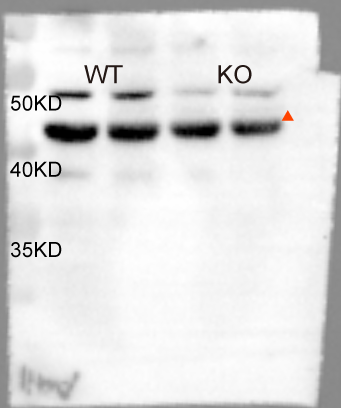

**Fig4.F**

PPARD,54KD

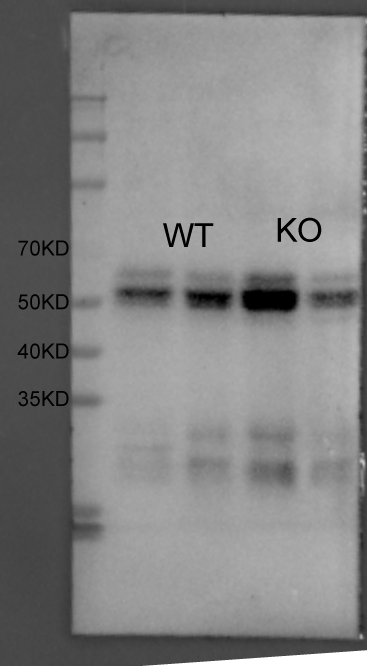

PPARα,52KD

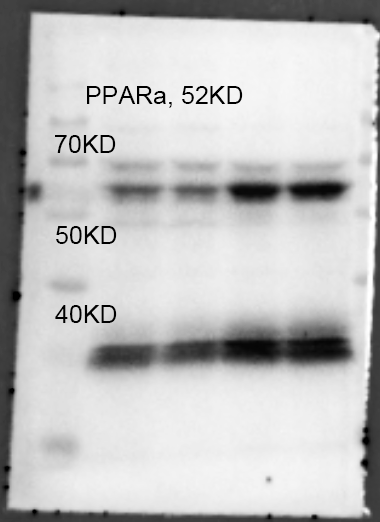

PGC1-α,110KD

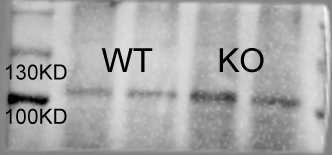

ACTN,42KD

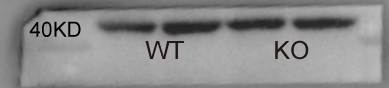

**Fig6.G**

CD36,86KD

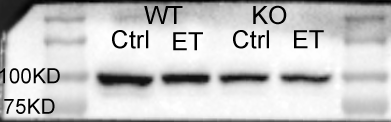

CPT1A,88KD

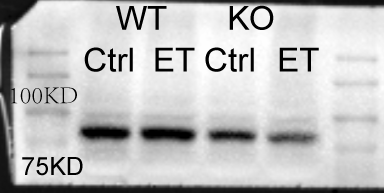

PPARγ,53KD

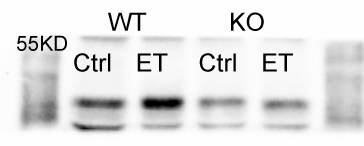

ACTN,42KD

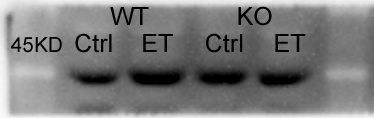

**Fig7.A**

chemerin,19KD

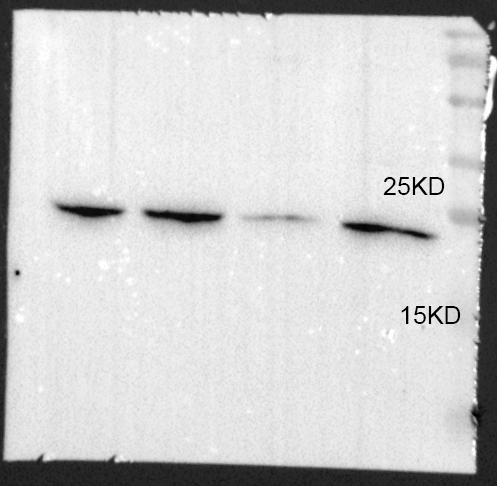

GAPDH,36KD

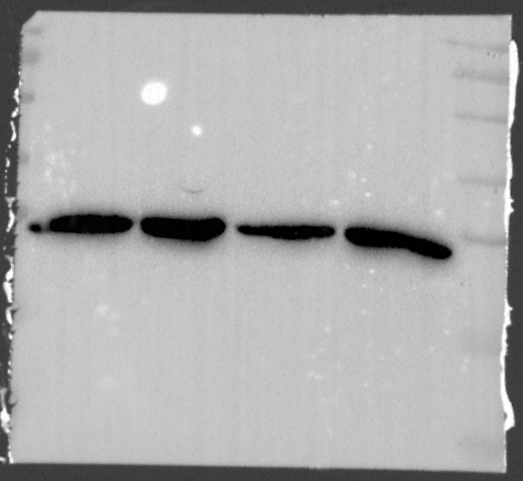

**Fig.S1**

Chemerin,19KD

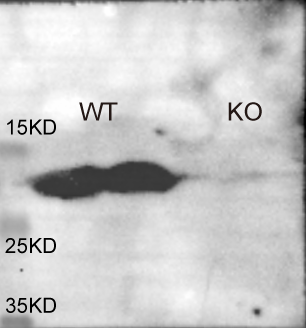

ACTN,42KD

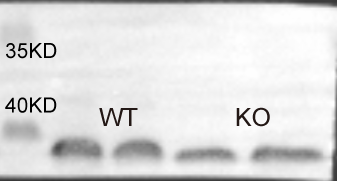

**Supplement:** Supplementary file 4 — Additional file 4. This file provided the raw images for western blot in this study.

How the deposited data were processed for this re-analysis (not part of the article)

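RNA-seq libraries of 4 WT and 4 chemerin KO mouse placentas at E18.5 were compared. The authors deposited counts per gene, which are whole numbers with no normalization, and FPKM values per gene, which equal the deposited count divided by 1 gene length and by the library's total count. The libraries were sequenced on a NovaSeq instrument, and the submitters' processing notes give GRCm38 (mm10) as the genome build. The aligner, the counting program, the annotation release and the strand setting are not given in the sources used here, so genes that overlap another gene, pseudogenes and families with near-identical copies are uncertain. Genotypes were taken from the sample labels and each library was used as 1 replicate.

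Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, quasi-likelihood test, genotype as the only term). A gene was called at an adjusted p of 0.05 (Benjamini-Hochberg over all genes tested) and an absolute log2 fold change above 1, and counts at an unadjusted p of 0.05 with the same fold change are given beside it. DESeq2 1.42.0 was the alternative test. Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with an estimated correlation and with the rotation test fry as alternatives, and adjusted over the 44 lists tested. The GSEA running-sum statistic on FPKM was computed with gseapy 1.3.1 (1000 gene-set permutations, seed 1, lists of at least 3 genes). The 45 lists cover lipid and energy metabolism, trophoblast cell types and hormones, other cell types of the placenta and uterus, and processes such as the interferon response; they were written by hand because no gene ontology table was available. The 4 Y-linked genes made up the list that was not tested by camera, since the low-count filter removed them; GSEA gave it q = 0.0146 in the KO direction. Enrichment of lipid genes was tested with Fisher's exact test against all other genes tested. Log2 CPM for plots and list scores used a prior count of 2. The SE of an edgeR log2 fold change, in text and figures, is its absolute size divided by the square root of the F statistic.

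The genes to be named were the called genes whose KO and WT placentas do not overlap, up to 12 in each direction, with the next by p-value up to 5 in each direction where fewer passed, at the same fold change and without overlap; every gene the paper names; and in each list the called members or the 2 with the smallest p. The first lines and thresholds of Additional file 2 and Fig. 4 had been read when this rule was written. On simulated counts with the dispersion of these data, 57 of 100 genes with a 2-fold change and 98 of 100 with a 4-fold change had an adjusted p under 0.05. No fold change limit was applied, and 0 were in the wrong direction. Of 16006 unchanged genes 10 passed, where 15948 of all simulated genes passed the filter and were tested. The changed genes were drawn from the better expressed ones, and far more were changed than were called in the real data. No outlying placenta, sex or series difference was simulated, so these shares need not hold for the real libraries.

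Alternatives were other size factors, TMM without the 10 most-counted genes, no low-count filter, a mean count of at least 50, robust quasi-likelihood, the replicate number or the library series as a block, the Y-linked transcripts as a covariate, each library left out in turn, and limma on log2 FPKM with a pseudocount of 1 or 0.1. Positions are those of GENCODE M21, or of RefSeq where a symbol was missing. The lipid enrichment with the genes of Additional file 2 as the called set was not run, because the copy at hand lacks 1 row. No reads were available, so alleles, splicing and genotypes were not analysed, and the paper's metabolite, protein and imaging measurements were left out because they are not in the deposited sequencing files.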

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

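The tests of the 5 called genes were planned, except the comparison with uterine epithelium and smooth muscle markers and the shortfall from the called changes; these and every other test in this part, on the chromosome regions, the interferon-stimulated genes and the natural killer cell genes, were chosen only after the result was seen.

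The 5 genes called between KO and WT exceed what other groupings of the same libraries give: 1 of 35 splits into 4 and 4, the real one, called as many, and the highest of the others called 0. That is the smallest share 35 splits can give. Rarres2, the targeted gene, is 1 of the 5, and every other split mixes the genotypes, which adds to its spread within groups. All 5 kept an unadjusted p under 0.05 in the same direction with the library series as a block (WT placenta 1 and KO placenta 1 taken as 1 series, an assumption), and all 5 did so with the Y-linked covariate, which argues against either as the whole origin, although both corrections left fewer residual degrees of freedom and ended calls (Rarres2 log2 fold change -2.04, SE 0.23 before; -1.99, SE 0.31 with the block; -1.70, SE 0.30 with the covariate). Depth is argued against too, since the ranges of library totals overlap by 644699 counts. Decidual or uterine tissue in the samples cannot be excluded as an origin. In the planned test the median log2 fold change of the decidua markers (-0.2218, 7 higher and 10 lower) was under the size predicted for such tissue, but by less than their SD of 0.443. By a rule set after the result was seen, the list medians fall short of the smallest called change, 1.46, by 1.14 or more. They are that of the decidua markers, of 12 uterine epithelium markers without Acpp (0.17, SD 0.394) and of 10 smooth muscle markers (0.32, SD 0.285). This shows only that the lists as a whole changed less than the called genes, since single members need not change by the same amount. Acpp is itself a listed uterine epithelium marker. With it that list rose (11 of 13 above 0, limma's camera adjusted p = 5.42e-06, and 0.168 with an estimated correlation). For Rarres2 the targeted gene itself is the biological explanation that the design gives.

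Changed genes lie close together on chromosomes 9 and 10, with 26 genes at an unadjusted p under 0.005 in the 2 regions, a signal the paper does not report. Of the 100 genes with the smallest p, 15 lie in 1 window of 10 Mb. Only the real split reached that, 1 of 35 (highest other 8), the smallest share these splits can give. Random positions gave a median of 4 and at most 10 in 10000 draws (permutation p = 1e-04, the smallest they can give). The library series, under the same assumption, is argued against by 11 genes in the window with it as a block. A deletion or duplication of a whole region is argued against by a median log2 fold change of at most 0.03 in size over all its genes (-0.0292 and -2.09e-05). Such a median cannot show a smaller deletion or duplication within a region, which stays open. Chromosome segments of another strain in the KO line are a candidate explanation, but no reads or genotypes were available to test it. Each region holds at least 3 genes that go each way, as predicted for such segments. Genes with p under 0.005 elsewhere also go both ways (17 higher and 24 lower), so the directions cannot decide. An effect of chemerin on these genes stays open and was not tested apart from the genotype.

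The interferon-stimulated genes (median log2 fold change -0.542329) and the uterine natural killer cell markers (-0.809184) were lower as lists in data the paper does not discuss, by limma's camera at its preset correlation and not with an estimated correlation (adjusted p = 0.168 for both). For the interferon list 1 of 35 splits gave a camera p as small (6.49e-17, smallest other 1.32e-15). That is the smallest share 35 splits can give, for 1 of 44 lists, so it does not by itself set the list apart from chance. Medians of -0.399 without WT placenta 1 and -0.492 with the Y-linked covariate argue against that library and fetal sex as the whole origin. Less decidua in the KO samples cannot be told apart, as the decidua median lies 0.32 above that of the list. For the natural killer list chance cannot be excluded, as 3 of 35 splits gave a p as small (2.99e-14; smallest other 7.22e-15). Its median of -0.773 without WT placenta 1 argues against that library as the whole origin. The gap of 0.587 to the decidua markers cannot decide on a lower share of decidua, since the natural killer markers need not fall by the same amount. KO placenta 3 had the lowest score in both lists (-1.072 decidua, -1.377 natural killer) and WT placenta 1 the highest (0.698 and 1.065). KO placenta 1 instead had a high decidua and a low natural killer score (0.568 and -0.712). Fetal sex may account for part of the natural killer result. The list's median shrank to -0.282 with the Y-linked covariate, where the call was kept (adjusted p = 0.00802 from limma's camera). It was -0.249 when WT placenta 1 was also left out (adjusted p = 0.07 from limma's camera). An effect of chemerin on either list stays open as the biological explanation.

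Other lists moved in data that the paper does not discuss, with median log2 fold changes of 0.283568 for glycolysis, 0.496131 for yolk sac endoderm, 0.203551 for uterine epithelium and glands, 0.151379 for the hypoxia response and 0.167872 for imprinted genes. None of these passes limma's camera with an estimated correlation (adjusted p = 0.191 for glycolysis, 0.168 for yolk sac endoderm and for uterine epithelium, 0.335 for hypoxia and 0.446 for imprinted genes), and the imprinted list does not pass without WT placenta 1 (0.196, median 0.07). Y-linked counts were 3646 in KO placenta 1 and 4129 in KO placenta 3, against 0 to 13 in the others.

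Single placentas lay far from the other 3 of their group in 13 of 170 groups of values tested with Dixon's criterion, where chance gives about 1 in 20, or 8.5. WT placenta 1 stood apart 6 times: on the first principal component (-94.9, others 4.28 to 16.1), in the share of counts in the 10 most-counted genes (15.74%, others 12.61 to 12.71%), in Tpbpa (28060 CPM, others 12250 to 14560) and in the scores of the spongiotrophoblast (1.206, others -0.57 to -0.30), cell cycle (-0.9773, others 0.17 to 0.24) and imprinted lists (-0.8551, others 0.01 to 0.11). KO placenta 1 stood apart in Lrat (11.5 CPM, others 3.68 to 3.94), Cpt1a (49.41 CPM, others 34.69 to 35.58) and the syncytiotrophoblast II score (0.009961, others 0.50 to 0.59). KO placenta 2 stood apart in the scores of the mitochondrial genome (0.8849, others -0.58 to -0.43) and of pericytes and stroma (0.9579, others -0.51 to -0.29), KO placenta 3 in Irx5 (0.8079 CPM, others 1.208 to 1.256) and KO placenta 4 in Igfbp1 (81.82 CPM, others 22.78 to 30.94).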

How the results depend on the processing

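The alternatives that leave out WT placenta 1 with the Y-linked covariate and that remove the 2 chromosome regions were chosen only after the results were seen; the others were planned. Of the values of single genes, 2294 stayed on their side of the threshold, of which 44 changed sign, while 13 newly passed it, 43 no longer did and 0 called values reversed. Of those of lists, 847 stayed on their side, of which 72 changed the sign of the median, while 63 newly passed, 43 no longer did and 6 reversed. Other size factors, TMM without the 10 most-counted genes and robust quasi-likelihood each called the same 5 genes. The cause was not tested where none is given.

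DESeq2 called 11 higher and 19 lower genes at adjusted p and 202 and 311 at unadjusted p, with 16 named genes called and an odds ratio of 2.27 for lipid genes. Without a low-count filter 4 lower genes passed at adjusted p, 280 higher and 402 lower at unadjusted p, and the NAD-retinol list had adjusted p = 0.0148 by limma's camera; at a mean count of at least 50 the unadjusted counts were 38 and 63, as fewer genes were tested. The replicate numbers do not pair the placentas (correlations of same-number deviations -0.0517, -0.146, 0.249 and -0.122); with them as a replicate block 1 higher and 0 lower genes were called, 1 of them named (Rarres2 -2.02, edgeR adjusted p = 0.201). The library series as a block gave 0 higher and 0 lower by edgeR (150 higher at unadjusted p, 0 named; Rarres2 -1.99, adjusted p = 0.625), and the Y-linked covariate 1 and 0 (141 higher at unadjusted p, 1 named; Rarres2 -1.70, adjusted p = 0.27). By limma on FPKM, a pseudocount of 1 gave 0 higher and 1 lower (10 and 14 unadjusted, 1 named), 0.1 gave 0 and 1 (22 and 45, 1 named), and 1 without a filter gave 0 and 0 (6 and 13, 0 named; Rarres2 -2.04, adjusted p = 0.148; NAD-retinol list 0.0059). The triglyceride list had adjusted p = 0.168 with an estimated correlation and 0.112 by fry of limma, 0 other lists passed in either, and GSEA gave q = 0.125 for it and 0.0403 for the NAD-retinol list. Without WT placenta 1 and with the Y-linked covariate, 0 lower genes passed by edgeR (194 higher and 231 lower unadjusted, 2 named; Rarres2 -1.55, adjusted p = 0.106; NAD-retinol list 0.0383). Without the genes of the 2 regions 0 higher and 0 lower passed, 0 named (Rarres2 -2.04, adjusted p = 0.0884), as 3 called genes lie there.

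Reversed lists, by limma's camera, were the spongiotrophoblast markers with the series block (adjusted p = 0.0166), the pregnancy-specific glycoproteins with the Y-linked covariate (0.26), without KO placenta 1 (0.952) and without WT placenta 1 with the covariate (0.00214), the nuclear genes of oxidative phosphorylation without KO placenta 2 (0.0346) and the mitochondrial genome without WT placenta 1 with the covariate (0.0211). Over the libraries left out in turn, the adjusted p ran from 2.78e-05 to 0.952 for the pregnancy-specific glycoproteins and from 0.00205 to 0.894 for oxidative phosphorylation. All of these use camera's preset correlation, and no alternative was rerun with an estimated one.

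Leaving out each library in turn gave 0 to 3 higher and 0 to 2 lower genes at adjusted p, 65 to 125 and 101 to 259 at unadjusted p, 0 to 4 named genes, 12 to 19 other lists, odds ratios of 0.862 to 1.78 for lipid genes, Rarres2 log2 fold changes of -2.16 to -1.86 (edgeR adjusted p 0.0202 to 0.164), and limma's adjusted p of 0.00726 to 0.0488 for the triglyceride list and 0.0186 to 0.558 for the NAD-retinol list.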

Differences from the paper's values

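At an adjusted p of 0.05 and an absolute log2 fold change above 1, edgeR gave 5 changed genes, 2 lower and 3 higher, where the paper's numbers are 521, 314 lower and 207 higher. None of the 20 alternatives set before the data were examined brings any of these 3 counts within 1.5 times the paper's.

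At an unadjusted p of 0.05 and the same fold change, the threshold in the title of Additional file 2, the counts were 229, with 141 lower and 88 higher, against the paper's 521, 314 and 207. The total and the lower count come within 1.5 times the paper's with DESeq2, with no low-count filter and without KO placenta 1, and the higher count with DESeq2, with no low-count filter, with the library series as a block and with the Y-linked covariate; the other alternatives set then do not.

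In the rows held of Additional file 2, the paper's q-values are under 0.05 in 30 genes, and edgeR called 5. Of the 20 alternatives DESeq2 alone reaches it, with 30.

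For Rarres2 the paper's qRT-PCR ratio of KO to WT is 3.23e-06 (SD 2.82e-06), and the RNA-seq ratio was 0.244. None of the 20 alternatives closes it. The 2 measures are unlike: RNA-seq counts reads over the whole gene, while 15 of the 22 bases of the reverse qRT-PCR primer overlap the guide target. An edit there would change the primer's site, which no choice of RNA-seq processing can alter. Whether this accounts for the difference was not tested.

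The paper places lipid metabolism among the leading enriched processes. The lipid genes had an odds ratio of 1.61 among genes at the unadjusted threshold (Fisher's exact test, two-sided, p = 0.325), and 2.27 (p = 0.0231, the same exact test) among those of DESeq2. The DESeq2 value used a background without the low-count filter. Its lipid genes include Awat1, Acss3 and Ces2c, which the paper reports as raised, so it is not independent of the paper's result.

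The paper reports higher activity for the NAD-retinol dehydrogenase gene set. The hand-written list, which is not the same set and also holds retinaldehyde dehydrogenases, had adjusted p = 0.451 by limma's camera. It was called without a low-count filter (adjusted p = 0.0148), without WT placenta 1 (0.0186), on FPKM without a filter (0.0059) and by GSEA (q = 0.0403). It was also called without WT placenta 1 and with the Y-linked covariate (0.0383), an alternative chosen after seeing the values.

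The paper reports Awat1, Acss3 and Ces2c as raised. Awat1 had a log2 fold change of 1.78 and Acss3 1.72, in the paper's direction and not called (edgeR adjusted p = 0.998 for both), and Ces2c was removed by the low-count filter.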

Other observations

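The 20 glycolysis genes rose as a list in the chemerin KO placenta (17 above 0, limma's camera adjusted p = 1.57e-07, and 0.191 with an estimated correlation). Slc2a3, the glucose transporter GLUT3, passed when adjusted over the list alone, at 42.2 ± 7.84 CPM in WT and 70.3 ± 4.35 in KO (SD, n = 4 each). The 9 tested syncytiotrophoblast II markers rose (8 above 0, median log2 fold change 0.45, limma's adjusted p = 2.81e-05; adjusted p = 0.168 with an estimated correlation), led by the lactate transporter Slc16a3 (0.92, SE 0.28). The 17 tested yolk sac endoderm markers rose, all above 0 (limma's adjusted p = 1.6e-08; adjusted p = 0.168 with an estimated correlation), and so did 13 uterine epithelium and gland markers (11 above 0, 5.42e-06; adjusted p = 0.168 with an estimated correlation), where Acpp alone passed when adjusted over the list alone. The 16 tested hypoxia genes rose, all above 0 (0.00112; adjusted p = 0.335 with an estimated correlation); Vegfa, Hk2, Ldha and Slc2a1, the members with the smallest p, are also in the glycolysis or syncytiotrophoblast II lists.

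Some calls are lost when single placentas are left out, with or without a change in size. The 7 syncytiotrophoblast I markers rose (7 above 0, median 0.37, limma's camera adjusted p = 0.00958; adjusted p = 0.584 with an estimated correlation), but not without WT placenta 1 (0.359, median 0.07) or with the Y-linked covariate (0.0715), where the median stayed at 0.36. The 29 imprinted genes rose (22 above 0, median 0.17, 0.0208; adjusted p = 0.446 with an estimated correlation), but not without WT placenta 1 (0.196, median 0.07) or with the covariate (0.305, median 0.08); without KO placenta 2 (0.101) or KO placenta 3 (0.0666) the call was lost while the median stayed at 0.17 and 0.14. The 21 pregnancy-specific glycoproteins and CEACAMs, whose near-identical copies make single genes uncertain, fell (17 below 0, median -0.21, 0.00307; adjusted p = 0.67 with an estimated correlation), but not without WT placenta 1 (0.661, median 0.07), and their median was 0.02 without KO placenta 1 (0.952).

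The 21 tested interferon-stimulated genes fell (19 below 0, limma's camera adjusted p = 2.86e-15; adjusted p = 0.168 with an estimated correlation), with 9 passing when adjusted over the list alone, Gbp3, a guanylate-binding protein, first (log2 fold change -0.73, SE 0.17). The 10 tested uterine natural killer cell markers fell (10 below 0, 6.59e-13; adjusted p = 0.168 with an estimated correlation), with 7 passing when adjusted over the list alone, among them the granzyme Gzmd (-0.98, SE 0.27) and perforin, Prf1 (-1.11, SE 0.32).

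The other lists did not pass by limma's camera. In metabolism, the TCA cycle had 19 of 22 above 0 (median 0.08, adjusted p = 0.0633), nuclear oxidative phosphorylation 29 of 43 (0.05, 0.282), the mitochondrial genome 2 of 13 (-0.17, 0.191) and glycogen metabolism 8 of 16 (0.01, 0.424). In trophoblast, the spongiotrophoblast markers had 10 of 18 above 0 (0.05, 0.849), glycogen trophoblast 9 of 13 (0.12, 0.174), sinusoidal giant cells 10 of 12 (0.12, 0.101), parietal, spiral artery and canal giant cells 7 of 14 (-0.01, 0.683), labyrinth progenitors 4 of 9 (-0.01, 0.282), the prolactin family 14 of 25 (0.06, 0.349) and cathepsins 9 of 15 (0.07, 0.429). In other cell types, fetal endothelium had 6 of 17 above 0 (-0.02, 0.659), pericytes and stroma 9 of 14 (0.11, 0.423, with the test pointing down), smooth muscle 9 of 10 (0.32, 0.364), decidua 7 of 17 (-0.22, 0.153), macrophages 5 of 15 (-0.10, 0.548), neutrophils 2 of 8 (-0.21, 0.3), B and T cells 1 of 4 (-0.52, 0.424), erythroid cells 10 of 13 (0.36, 0.148) and adipocytes 2 of 3 (0.07, 0.945, with the test pointing down). Among processes, chemerin receptors had 2 of 3 above 0 (0.22, 0.564), cytokines 4 of 14 (-0.28, 0.0511), the cell cycle 16 of 25 (0.09, 0.312) and immediate early genes 9 of 15 (0.20, 0.373). By edgeR 0 genes of these lists passed when adjusted over the list alone (0 to 2 per list at an unadjusted p of 0.05), and DESeq2 called 0 of them. Leaving out 1 placenta changed several of these results (limma's camera, adjusted p). The values that follow all use the preset correlation of 0.01, and no alternative was rerun with an estimated one. In the main setting the estimated correlation was 0.67 for spongiotrophoblast, 0.40 for prolactin, 0.61 for oxidative phosphorylation, 0.57 for the mitochondrial genome and 0.63 for endothelium. With it their adjusted p ran from 0.784 to 0.957, so small values below can overstate a shift. Without WT placenta 1 the spongiotrophoblast (0.00142), prolactin (1.06e-05), parietal giant cell (0.00748) and immediate early (0.0441) lists rose and fetal endothelium (6.46e-05) fell; without WT placenta 2 the mitochondrial genome (0.0059) fell and erythroid cells (0.0324) rose; without WT placenta 3 these were 0.0343 and 0.0162; without WT placenta 4 smooth muscle (0.0386) rose and cytokines (0.0166) fell. Without KO placenta 1 the spongiotrophoblast (0.00627), prolactin (0.00117), glycogen trophoblast (0.00227), sinusoidal giant cell (0.0331), TCA cycle (0.0136), oxidative phosphorylation (0.00205) and erythroid (0.000158) lists rose and decidua (0.0143) and cytokines (0.0152) fell; without KO placenta 2 oxidative phosphorylation (0.0346), the mitochondrial genome (0.00338) and pericytes (0.00378) fell; without KO placenta 4 smooth muscle (0.0264) rose. Other settings called some of these lists too. With the Y-linked covariate the spongiotrophoblast (0.00325), oxidative phosphorylation (2.33e-05), erythroid (0.000185) and TCA cycle (0.032) lists rose and fetal endothelium (0.0349) fell. With the library series as a block smooth muscle (0.0438) rose and the spongiotrophoblast (0.0166) and cytokine (0.00578) lists fell. With the replicate number as a block sinusoidal giant cells (0.0266) and erythroid cells (0.0158) rose and decidua (0.00272) and cytokines (0.00765) fell. Cytokines also fell with other size factors (0.0477), at a mean count of at least 50 (0.00708) and on FPKM (0.0138 and 0.0159), and without a low-count filter the TCA cycle (0.0409; 0.0469 on FPKM) and sinusoidal giant cells (0.0464) rose. In alternatives chosen after seeing the data, without WT placenta 1 and with the Y-linked covariate the spongiotrophoblast (1.01e-07), oxidative phosphorylation (8.46e-06), prolactin (0.000717), parietal giant cell (0.0208), mitochondrial genome (0.0211), erythroid (0.0286) and chemerin receptor (0.04) lists rose and fetal endothelium (4.07e-06) fell, and cytokines fell without the 2 chromosome regions (0.0415).

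For genes that the paper measured by qRT-PCR, the RNA-seq ratio of KO to WT (SD) and then the paper's qRT-PCR ratio (SD) were 1.53 (0.659) and the paper's 1.74 (0.856) for Prl7a2, 1.35 (0.74) and the paper's 1.99 (0.936) for Ascl2, 1.00 (0.191) and the paper's 1.30 (0.294) for Hand1, 0.485 (0.198) and the paper's 0.479 (0.326) for Prl7b1, 1.29 (0.273) and the paper's 1.31 (0.276) for Syna, and 1.13 (0.401) and the paper's 0.927 (0.197) for Tpbpa. For the lipid genes they were 3.54 (1.63) and the paper's 2.55 (0.337) for Awat1, 3.33 (2.43) and the paper's 2.62 (0.771) for Acss3, and 3.44 (2.26) and the paper's 1.52 (0.424) for Ces2c. Genes whose proteins the paper measured were not called (edgeR), with log2 fold changes of 0.20 for Cd36, 0.28 for Acaca, 0.40 for Ppara, 0.10 for Ppard, -0.29 for Ppargc1a and -0.27 for Cpt1a. The chemerin receptors had 0.32 (Cmklr1), -0.38 (Gpr1) and 0.22 (Ccrl2), none called by edgeR. The reverse qRT-PCR primer for Rarres2 has 17 bases in exon 3 and 5 in exon 4, and 15 of its 22 bases overlap the guide target, so an edit there would also change the primer's site; the forward primer lies in exon 2.

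Other splits of the libraries into 4 and 4 were counted for further results, all chosen after the results were seen. Chance cannot be excluded for the number of genes at unadjusted p (229 in the real split; 6 of 35 as large, highest other 320), the NAD-retinol list (unadjusted camera p 0.379; 16 of 35, smallest other 0.0309), the lipid enrichment (exact p 0.325; 9 of 35, smallest other 0.0143) or the number of lists called (13; 14 of 35, highest other 20). For the triglyceride list the real split alone had a p as small (0.00346; 1 of 35, smallest other 0.00735), which is the smallest share 35 splits can give, for 1 of 44 lists; with the call lost at an estimated correlation and as many lists called in 14 of 35 splits, this count does not by itself set the list apart from chance.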
